# PDGFRα signaling regulates Srsf3 transcript binding to affect PI3K signaling and endosomal trafficking

**DOI:** 10.7554/eLife.98531

**Published:** 2024-12-04

**Authors:** Thomas E Forman, Marcin P Sajek, Eric D Larson, Neelanjan Mukherjee, Katherine A Fantauzzo

**Keywords:** mouse embryonic palatal mesenchyme, PDGFRa, Srsf3, Mouse, Other

## Abstract

Signaling through the platelet-derived growth factor receptor alpha (PDGFRα) plays a critical role in craniofacial development. Phosphatidylinositol 3-kinase (PI3K)/Akt is the primary effector of PDGFRα signaling during mouse skeletal development. We previously demonstrated that Akt phosphorylates the RNA-binding protein serine/arginine-rich splicing factor 3 (Srsf3) downstream of PI3K-mediated PDGFRα signaling in mouse embryonic palatal mesenchyme (MEPM) cells, leading to its nuclear translocation. We further showed that ablation of *Srsf3* in the murine neural crest lineage results in severe midline facial clefting and widespread alternative RNA splicing (AS) changes. Here, we demonstrated via enhanced UV-crosslinking and immunoprecipitation of MEPM cells that PDGF-AA stimulation leads to preferential binding of Srsf3 to exons and loss of binding to canonical Srsf3 CA-rich motifs. Through the analysis of complementary RNA-seq data, we showed that Srsf3 activity results in the preferential inclusion of exons with increased GC content and lower intron to exon length ratio. We found that Srsf3 activity downstream of PDGFRα signaling leads to retention of the receptor in early endosomes and increases in downstream PI3K-mediated Akt signaling. Taken together, our findings reveal that growth factor-mediated phosphorylation of an RNA-binding protein underlies gene expression regulation necessary for mammalian craniofacial development.

## Introduction

Craniofacial development is a complex morphogenetic process that requires a precise interplay of multiple cell and tissue types to generate the frontonasal skeleton. Disruption of this process can result in some of the most common birth differences in humans, such as cleft lip and palate (Mai et al., 2019). Signaling through the platelet-derived growth factor receptor alpha (PDGFRα) receptor tyrosine kinase (RTK) is essential for human craniofacial development. Heterozygous missense mutations in the coding region of *PDGFRA* that alter amino acids within the extracellular, transmembrane, or cytoplasmic domains of the receptor, in addition to single base-pair substitutions in the 3’ untranslated region (3’ UTR), are associated with nonsyndromic cleft palate (Rattanasopha et al., 2012). Further, single-nucleotide polymorphisms that repress transcriptional activity of the promoter upstream of *PDGFC*, which encodes one of two PDGFRα ligands, are associated with cleft lip and palate (Choi et al., 2009). This role of PDGFRα signaling in craniofacial development is conserved in mice, as *Pdgfra* mutant mouse models display a variety of defects that range from cleft palate to complete facial clefting (Fantauzzo and Soriano, 2014; He and Soriano, 2013; Klinghoffer et al., 2002; Soriano, 1997; Tallquist and Soriano, 2003). These phenotypes are recapitulated in embryos lacking both *Pdgfa* and *Pdgfc* (Ding et al., 2004). Phosphatidylinositol 3-kinase (PI3K) is the primary effector of PDGFRα signaling during skeletal development in the mouse (Klinghoffer et al., 2002). Following activation, PI3K increases phosphatidylinositol-3,4,5-trisphosphate (PIP_3_) levels at the cell membrane, leading to the recruitment and subsequent phosphorylation of the serine/threonine kinase Akt. Akt subsequently dissociates from the membrane to phosphorylate an array of target proteins that are involved in wide-ranging cellular processes (Manning and Cantley, 2007). We previously identified proteins phosphorylated by Akt downstream of PI3K-mediated PDGFRα signaling in primary mouse embryonic palatal mesenchyme (MEPM) cells (Fantauzzo and Soriano, 2014). Gene ontology analysis revealed that 25% of the 56 proteins were involved in RNA processing, with a particular enrichment for RNA splicing (Fantauzzo and Soriano, 2014).

Alternative RNA splicing (AS) is a process by which different combinations of exons from the same gene are incorporated into mature RNA transcripts, thereby contributing to gene expression regulation and enhancing the diversity of protein isoforms (Licatalosi and Darnell, 2010). AS occurs in approximately 95% of multi-exon human genes, frequently in a tissue-specific manner (Pan et al., 2008; Wang et al., 2008). Dysregulation of AS causes a number of diseases due to mutations in precursor RNA sequences, mutations in core components of the spliceosome complex, and/or mutations in auxiliary RNA-binding proteins (RBPs) (Scotti and Swanson, 2016). These *trans*-acting auxiliary RBPs bind to specific sequence and/or structural motifs in a target RNA via one or more RNA-binding domains to promote or inhibit exon inclusion (Fu and Ares, 2014; Licatalosi and Darnell, 2010). The phenotypes resulting from global and/or tissue-specific knockout of multiple RBPs have established that RBP-mediated AS is an essential process during mouse craniofacial development (Bebee et al., 2015; Cibi et al., 2019; Dennison et al., 2021; Forman et al., 2021; Lee et al., 2020). We previously demonstrated that ablation of *Srsf3* in the murine neural crest lineage results in severe midline facial clefting and facial bone hypoplasia, due to defects in proliferation and survival of cranial neural crest cells, and widespread AS changes (Dennison et al., 2021).

Srsf3 belongs to the serine/arginine-rich (SR) protein family of splicing factors that generally promote exon inclusion by binding to exonic and intronic splicing enhancers and by recruiting spliceosome components to the 5’ and 3’ splice sites (Fu and Ares, 2014; Licatalosi and Darnell, 2010). Srsf3 specifically was shown to bind pyrimidine-rich motifs, with a preference for exonic regions (Akerman et al., 2009; Änkö et al., 2012). Srsf3 is phosphorylated downstream of PDGF and EGF stimulation and all-*trans* retinoic acid treatment, and by the kinases Akt and SRPK2 (Bavelloni et al., 2014; Dennison et al., 2021; Fantauzzo and Soriano, 2014; Long et al., 2019; Zhou et al., 2012). Phosphorylation of the Akt consensus sites within the C-terminal arginine/serine-rich (RS) domain of Srsf3 drives its translocation to the nucleus, where AS takes place (Bavelloni et al., 2014; Dennison et al., 2021; Long et al., 2019). Moreover, phosphorylation of the RS domain can alter the ability of SR proteins to interact with other proteins, such as the U1 small nuclear ribonucleoprotein (snRNP) component of the spliceosome and additional RBPs, and affect the ability of SR proteins to bind RNA (Huang et al., 2004; Shen and Green, 2006; Shin et al., 2004; Xiao and Manley, 1997). However, the molecular mechanisms by which Srsf3 activity is regulated downstream of specific signaling inputs in a context-specific manner to regulate RNA binding and/or sequence specificity remain undetermined.

Here, we identified changes in Srsf3-dependent AS and Srsf3 transcript binding in the absence or presence of PDGF-AA ligand in MEPM cells. RNA-sequencing (RNA-seq) analysis revealed that Srsf3 activity and PDGFRα signaling have more pronounced effects on AS than gene expression, as well as a significant dependence in regulating AS. Using enhanced UV-crosslinking and immunoprecipitation (eCLIP), we found a shift from intronic to exonic Srsf3 binding and loss of CA-rich sites upon PDGF-AA stimulation. Further, we demonstrated that the subset of transcripts that are bound by Srsf3 and undergo AS upon PDGFRα signaling commonly encode regulators of PI3K signaling and early endosomal trafficking, ultimately serving as a feedback mechanism to affect trafficking of the receptors. Combined, our findings provide significant insight into the mechanisms underlying RBP-mediated gene expression regulation in response to growth factor stimulation within the embryonic mesenchyme.

## Results

### PDGFRα signaling for 1 hr minimally affects gene expression

To determine the Srsf3-dependent changes in gene expression and AS downstream of PDGFRα signaling, we stably integrated a scramble shRNA (scramble) or an shRNA targeting the 3’ UTR of *Srsf3* (shSrsf3) into immortalized MEPM (iMEPM) cells via lentiviral transduction (Figure 1A). Western blotting revealed a 66% decrease in Srsf3 protein levels in the shSrsf3 cell line (Figure 1B). We previously demonstrated that phosphorylated Srsf3 levels peaked in the nucleus of iMEPM cells following 1 hr of PDGF-AA ligand treatment (Dennison et al., 2021). As such, cells were left unstimulated (-PDGF-AA) or treated with 10 ng/mL PDGF-AA for 1 hr (+PDGF-AA). RNA was isolated and sequenced from three biological replicates across each of the four conditions (Figure 1A). 

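Gene-level counts were examined for all 12 samples, with n = 3 biological replicates in each of the 4 conditions. The authors trimmed the reads with BBDuk and quantified transcripts with Salmon, which assigns each read pair to the transcripts from which it could have come. The authors then summed these values per gene symbol with tximport and deposited the resulting expected counts, which are estimated numbers of read pairs that were not scaled to library size. Here, the expected counts were rounded to whole numbers. The transcript lengths per sample that tximport also provides were not used here. The total count per sample ranged from 30958870 to 76123207, with a median of 43948763 in scramble -PDGF-AA samples, 64688495 in shSrsf3 -PDGF-AA samples, 60726553 in scramble +PDGF-AA samples, and 32209725 in shSrsf3 +PDGF-AA samples. Of the 51490 genes in the table, 178 of them named by an Ensembl identifier in place of a symbol, 15037 passed a filter for low counts (edgeR's filterByExpr with a minimum count of 10) and were tested. Counts were normalized for library size by edgeR's trimmed mean of M-values method. The biological coefficient of variation over the tested genes was 0.0701. One model with a mean for each of the 4 conditions was fitted across all 12 samples, and each comparison was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called DE at an adjusted p of 0.05 or less and a fold change of 2 or more in either direction, the thresholds given in the paper's methods. In the paper's methods table, 3 samples (scramble -PDGF-AA replicates 1 and 2 and scramble +PDGF-AA replicate 2) have a Salmon mapping rate of 87.9% to 89.1%, while the rates of the other 9 samples are between 90.9% and 91.7%. Values from those 9 samples alone, in which scramble -PDGF-AA retains 1 sample that is assumed to vary like the other groups, are therefore given beside the values from all samples.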

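*Srsf3* (ENSMUSG00000071172.15) lies on chromosome 17 of GRCm39 from 29251321 to 29262347. The sequence targeted by shSrsf3, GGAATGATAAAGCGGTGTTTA, matched the genome exactly from 29260787 to 29260807, which the annotation places within the 3’ UTR of *Srsf3*. It also matched chromosome 11 from 98515459 to 98515479, within the processed pseudogene *Srsf3-ps*, and chromosome 18 from 8227090 to 8227110, where no gene is annotated. *Srsf3* RNA measured 206 ± 6.59 CPM (counts scaled to a common library size; SD, n = 3) in scramble -PDGF-AA samples and 162.5 ± 1.46 CPM in shSrsf3 -PDGF-AA samples, a log2 fold change of -0.34 (standard error 0.0379, adjusted p = 7.95e-06 from edgeR's quasi-likelihood test). In the presence of ligand, the scramble samples measured 222 ± 8.07 CPM and the shSrsf3 samples measured 165 ± 4.33 CPM, a log2 fold change of -0.43 (standard error 0.0381, adjusted p = 9.54e-07 from the same test). Every shSrsf3 sample was below every scramble sample of the same ligand condition (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). *Srsf3* was thus lower in the shSrsf3 samples but did not reach the 2-fold threshold in either comparison. With each sample left out in turn, the log2 fold change stayed between -0.36 and -0.31 in the absence of ligand and between -0.45 and -0.40 in its presence. In the 9 samples with a mapping rate over 90%, it was -0.39 and -0.46, respectively. Of the 31-base sequences in *Srsf3* transcripts, 15.0% also occur in transcripts of other annotated genes. The long noncoding RNA *Trp53cor1* overlaps *Srsf3* on the opposite strand; the libraries are stranded, and it had 57 to 163 counts per sample, against 5198 to 14933 for *Srsf3*.

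**Figure D1:**
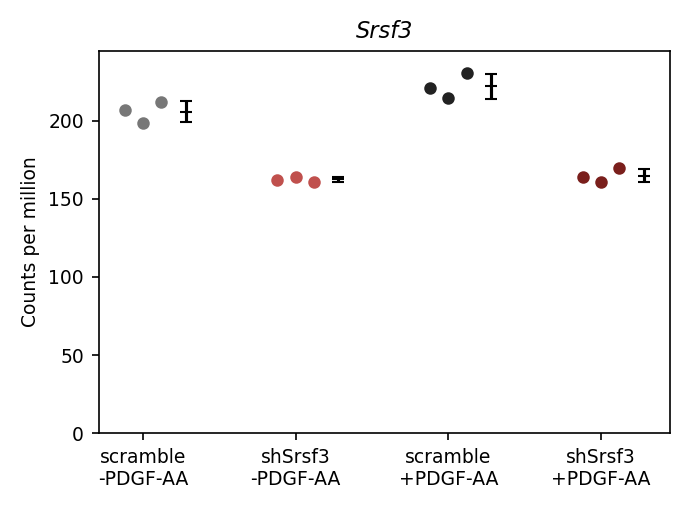
*Srsf3* RNA in CPM (vertical axis, starting at 0) in the 4 conditions (horizontal axis). Points are the 3 biological replicates, and the short line with error bars beside them is the mean with the standard deviation; every shSrsf3 sample lies below every scramble sample of the same ligand condition.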

We first examined Srsf3-dependent differentially expressed (DE) genes by comparing scramble versus shSrsf3 samples across the same PDGF-AA stimulation condition (-PDGF-AA or +PDGF-AA). We detected 827 DE genes in the absence of ligand treatment and 802 DE genes upon ligand stimulation (Figure 1C). 

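In the absence of ligand, 864 of the 15037 tested genes were DE between scramble and shSrsf3 samples, of which 449 were higher and 415 were lower in the shSrsf3 samples. Upon ligand stimulation, 815 genes were DE, with 429 higher and 386 lower. For 838 of the 864 genes and 794 of the 815 genes, the 3 shSrsf3 samples did not overlap with the 3 scramble samples, a separation that chance gives for 10% of genes and that was seen for 53.3% and 52.6% of all tested genes. With each sample left out in turn, 786 to 971 genes were DE in the absence of ligand and 788 to 861 upon stimulation. Of the alternative settings, the absence of a fold change minimum moved these counts the most, to 6899 and 6169 genes. In the 9 samples with a mapping rate over 90%, 761 and 852 genes were DE, including 591 and 711 of the genes called from all samples. Of the DE genes, 407 and 400 had a mean count of at least 50 over all samples. Among the genes with such a mean count and no overlap between the samples compared, *Lgr5* (ENSMUSG00000020140.16; chromosome 10, 115286216 to 115423685) had the largest decrease with a fitted value in both comparisons, from 6.04 ± 0.190 CPM to 0.148 ± 0.0379 CPM (SD, n = 3) in the absence of ligand, a log2 fold change of -5.27 (standard error 0.176, adjusted p = 1.07e-10 from edgeR's quasi-likelihood test), and of -5.11 (standard error 0.198) upon stimulation. Its counts in the shSrsf3 samples were only 3 to 12 per sample. *Col4a6* (ENSMUSG00000031273.17; chromosome X, 139948399 to 140257072) increased from 0.590 ± 0.113 CPM to 9.56 ± 0.423 CPM (SD, n = 3) in the absence of ligand, with log2 fold changes of 4.00 (standard error 0.122) and 3.77 (standard error 0.115). The log2 fold changes of *Aldh1a2* were -3.68 and -4.07, and those of the transcribed pseudogene *Gm18787*, which was among the 5 largest changes only upon stimulation, were -3.38 and -3.61. *Pagr1a*, among the 5 largest only in the absence of ligand, had a log2 fold change of 4.69 (standard error 1.38, adjusted p = 0.0132 from edgeR's quasi-likelihood test); it shares 76.1% of its 31-base sequences with other genes and is uncertain. Without shSrsf3 -PDGF-AA replicate 2, it was not DE (adjusted p = 0.0737 from the same test). The pseudogene *Gm5884* had no count in any scramble -PDGF-AA sample and was at least 32.8-fold higher in the shSrsf3 -PDGF-AA samples, taking 3 counts per library as the limit of detection; all of its 31-base sequences occur in other genes, so it is uncertain as well.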

There was extensive overlap (521 out of 1108; 47.0%) of Srsf3-dependent DE genes across ligand treatment conditions, resulting in a total of 1108 unique genes within both datasets (Figure 1C and D, Figure 1—figure supplement 1A). 

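Between the lists of 864 and 815 DE genes, 584 genes were shared out of 1095 (53.3%). Across these 1095 genes, the Spearman correlation between the log2 fold changes without and with ligand was 0.806, and across all 15037 tested genes it was 0.791. Both are correlations across genes, which are not independent replicates, and the lists were derived from separate samples, so that neither comparison shares a library with the other. In the 9 samples with a mapping rate over 90%, 501 genes out of 1112 were shared (45.0%).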

Of the 521 shared DE genes, 514 (98.7%) had the same directionality, including 273 (52%) with shared increases in expression in the shSrsf3 samples and 241 (46%) with shared decreases in expression in the shSrsf3 samples (Figure 1C and D). These findings demonstrate that expression of a set of genes (521) depends on Srsf3 activity independent of PDGFRα signaling, while a similarly sized set of genes (587) is differentially expressed in response to both Srsf3 activity and PDGFRα signaling (Figure 1C and D). 

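Of the 584 shared DE genes, 582 (99.7%) changed in the same direction, including 303 that were higher and 279 that were lower in the shSrsf3 samples of both ligand conditions. Among the genes labeled in Figure 1C, *Igfbp5* (ENSMUSG00000026185.10; chromosome 1, 72897091 to 72914043) decreased from 111 ± 4.59 CPM in scramble to 17.7 ± 0.107 CPM in shSrsf3 samples (SD, n = 3) in the absence of ligand and from 110.5 ± 8.71 CPM to 16.7 ± 1.44 CPM (SD, n = 3) upon stimulation. These decreases correspond to log2 fold changes of -2.64 (standard error 0.0665, adjusted p = 1.03e-11) and -2.73 (standard error 0.0683, adjusted p = 9.95e-12 from edgeR's quasi-likelihood test). *Piezo2* decreased by a log2 fold change of -3.09 without and -3.31 with ligand, *Kif26b* by -2.93 and -3.14, *Sema5a* by -2.34 and -2.55, and *Sim2* by -1.55 and -1.47. *Sorbs2* increased by 1.93 without and 2.01 with ligand, and *Dhrs9* by 1.46 and 1.44. The standard errors for these 6 genes were between 0.0384 and 0.0875, and all 7 genes were called in both comparisons with any sample left out.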

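A total of 511 genes were called in only 1 of the Srsf3 comparisons. Of these, 473 (92.6%) changed in the same direction in the other comparison, and 203 had an adjusted p of 0.05 or less in both, so that they were separated by the fold change threshold. Whether the difference between shSrsf3 and scramble samples itself depends on the ligand was tested with the interaction term of the model. Of the 15037 tested genes, 2 had an interaction at an adjusted p of 0.05 or less, and 833 had an unadjusted p under 0.05. DESeq2's test called 24 genes for the interaction. With edgeR, the number was 218 without a low-count filter, 8 with a term for a mapping rate under 90%, and 1 with all libraries at equal depth. With each sample left out in turn, it was between 1 and 6. Of the 511 genes, 1 had an interaction at an adjusted p of 0.05 or less, and 98 had an unadjusted p under 0.05. The 2 genes were *Ch25h* and the pseudogene *Gm6741*, which is named because of its place among so few and shares all of its 31-base sequences with other genes. *Ch25h* (ENSMUSG00000050370.6; chromosome 19, 34451178 to 34452564) measured 17.0 ± 0.599 CPM in scramble -PDGF-AA, 23.2 ± 1.31 CPM in shSrsf3 -PDGF-AA, 29.0 ± 0.506 CPM in scramble +PDGF-AA, and 21.6 ± 1.29 CPM in shSrsf3 +PDGF-AA samples (SD, n = 3). Its log2 fold change between scramble and shSrsf3 samples was 0.44 in the absence of ligand and -0.42 in its presence, under the 2-fold threshold in both, with an interaction of -0.87 (standard error 0.0742, adjusted p = 3.27e-04 from edgeR's quasi-likelihood test). It was called with any sample left out. An antisense long noncoding RNA, *Gm26902*, overlaps *Ch25h* and shares 49.2% of its 31-base sequences, counted on either strand. From the sizes of the shared and unshared sets of DE genes, the paper concludes that expression of a set of genes depends on Srsf3 activity independent of PDGFRα signaling, while a similarly sized set is differentially expressed in response to both.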

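The functional groups of the Srsf3-dependent DE genes were examined with 3 gene lists, since the libraries of gene ontology terms used in the paper were not used here. The lists were written when the paper's tables of DE genes had already been read, so the tests below are not independent of those tables. The list of cadherin and protocadherin genes, which mediate calcium-dependent adhesion, had 64 tested members, the list of Wnt ligands, receptors, and pathway components had 56, and the list of osteoblast differentiation genes had 36. In the absence of ligand, 13 of the 64 cadherin genes were DE (20.3%, against 5.68% of all other tested genes), an odds ratio of 4.23 (two-sided Fisher's exact test, p = 5.81e-05, adjusted p = 1.16e-04 over the 6 tests of this kind). Upon ligand stimulation, 12 of the 64 were DE (odds ratio 4.07, adjusted p = 2.15e-04 from the same test). For the Wnt list, 14 of 56 genes were DE without ligand (odds ratio 5.54, adjusted p = 6.97e-06 from the same test) and 15 of 56 with ligand (odds ratio 6.49, adjusted p = 1.09e-06 from the same test), of which 12 and 13 were lower in the shSrsf3 samples. For the osteoblast list, 8 of 36 genes were DE without ligand (odds ratio 4.72, adjusted p = 9.90e-04 from the same test) and 7 of 36 with ligand (odds ratio 4.24, adjusted p = 0.00281 from the same test). With each list taken as a whole, the mean log2 fold change without and with ligand was -0.43 and -0.37 for the Wnt list and -0.21 and -0.24 for the osteoblast list. The medians were smaller in size, -0.17 and -0.24 for the Wnt list and -0.08 and -0.13 for the osteoblast list. Not all members decreased: 20 and 21 of the 56 Wnt genes and 13 and 11 of the 36 osteoblast genes were higher. For both lists, a decrease of the list was called by limma's camera (p = 2.11e-06 and 1.05e-05 for the Wnt list) and also by fry, which estimates the correlation between genes (p = 1.28e-06 and 1.39e-06). The adjusted p was 0.05 or less for 37 and 36 of the 56 Wnt genes when adjusted over all genes and for 38 and 36 when adjusted over the list alone, and for 23 and 22 of the 36 osteoblast genes against 23 and 24. The cadherin list included genes that were higher (5 and 5 of the DE genes) and lower (8 and 7), its mean log2 fold change was -0.07 and -0.01, and neither test called a shift of the list (n = 64 genes, camera p = 0.900 and 0.732); with ligand, the sign of the mean depended on the normalization. Fisher's exact test and camera compare genes with other genes, and cultures of 1 line per shRNA were compared.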

Gene ontology (GO) analysis of the Srsf3-dependent DE genes revealed that the most significant terms for biological process commonly involved regulation of osteoblast differentiation, calcium-dependent cell–cell adhesion, regulation of cell migration, and canonical Wnt signaling, while only a handful of significant terms for molecular function were detected in unstimulated cells, relating to cation channel activity and phosphatase activity (Figure 1—figure supplement 2A and B).

**Figure 1.**
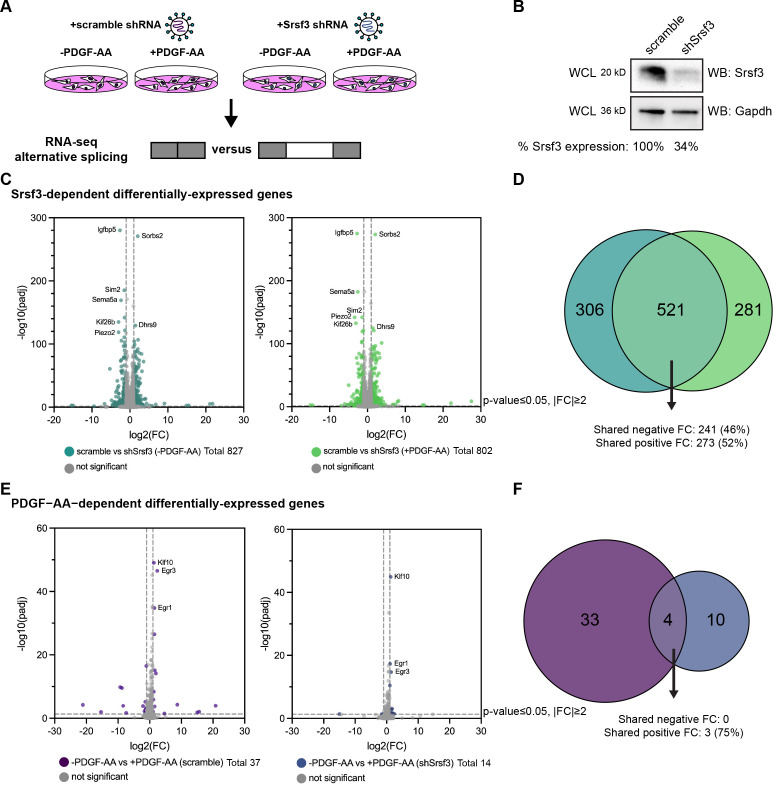
PDGFRα signaling for 1 hr minimally affects gene expression. (**A**) Schematic of RNA-seq experimental design. Immortalized mouse embryonic palatal mesenchyme (iMEPM) cells were transduced to stably express a scramble shRNA (scramble) or shRNA targeting the 3’ UTR of *Srsf3* (shSrsf3). iMEPM cells expressing either scramble or shSrsf3 were left unstimulated or stimulated with 10 ng/mL PDGF-AA for 1 hr and RNA was isolated for RNA-seq analysis. (**B**) Western blot (WB) analysis of whole-cell lysates (WCL) from scramble and shSrsf3 cell lines with anti-Srsf3 and anti-Gapdh antibodies. The percentage of Srsf3 expression normalized to Gapdh expression is indicated below. (**C**) Volcano plots depicting differentially expressed genes in scramble versus shSrsf3 cell lines in the absence (left) or presence (right) of PDGF-AA stimulation. Log_2_ (fold change) (FC) values represent log_2_ (shSrsf3 normalized counts/scramble normalized counts). Significant changes in gene-level expression are reported for genes with adjusted p (padj)<0.05 and fold change |FC| ≥ 2. (**D**) Venn diagram of significant genes from (C). (**E**) Volcano plots depicting differentially expressed genes in the absence versus presence of PDGF-AA ligand in scramble (left) or shSrsf3 (right) cell lines. Log_2_ (FC) values represent log_2_ (+PDGF-AA normalized counts/-PDGF-AA normalized counts). (**F**) Venn diagram of significant genes from (E). Figure 1—source data 1.Srsf3 western blots. Figure 1—source data 2.Gapdh western blots. Figure 1—source data 3.DESeq2 output.

**Figure 1—figure supplement 1.**
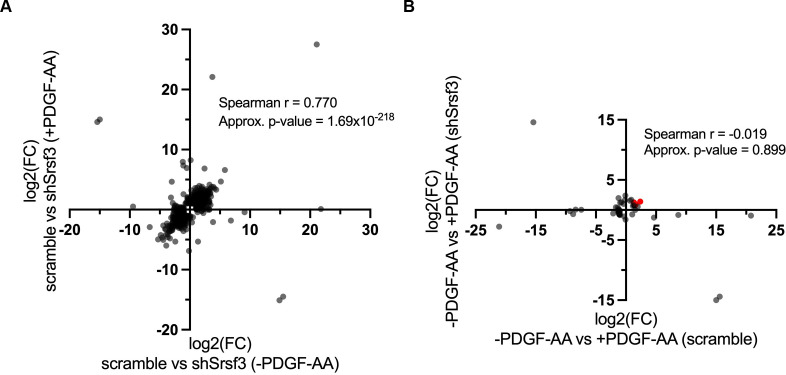
High correlation of Srsf3-dependent differentially expressed genes across ligand treatment conditions. (**A, B**) Scatter dot plots depicting Srsf3-dependent (**A**) and PDGF-AA-dependent (**B**) differentially expressed genes. Log_2_ (fold change) (FC) values represent log_2_ (shSrsf3 normalized counts/scramble normalized counts) (**A**) or log_2_ (+PDGF-AA normalized counts/-PDGF-AA normalized counts) (**B**). Spearman correlation values and approximate p-values are listed. Immediate early genes are represented in red in (B).

**Figure 1—figure supplement 2.**
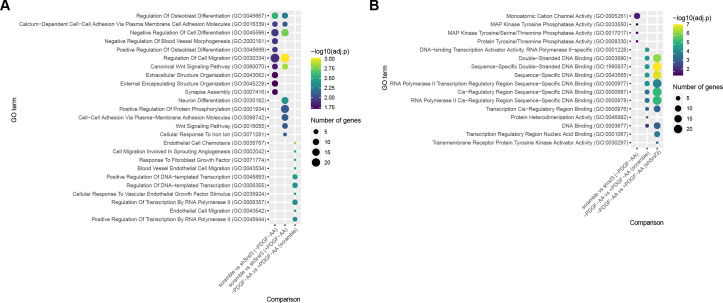
Gene ontology (GO) analysis of differentially expressed genes across treatment comparisons. (**A, B**) Bubble plots depicting up to 10 of the most significant GO terms for biological process (**A**) and molecular function (**B**) for Srsf3-dependent and PDGF-AA-dependent differentially expressed genes. Colors correspond to -log_10_ (adjusted p-value); sizes correspond to the number of genes.

We next examined PDGF-AA-dependent DE genes by comparing -PDGF-AA versus +PDGF-AA samples across the same Srsf3 condition (scramble or shSrsf3). 

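Between -PDGF-AA and +PDGF-AA samples, 30 genes were DE in scramble cells, with 14 higher and 16 lower upon stimulation, and 6 genes were DE in shSrsf3 cells, of which all 6 were higher. For each of these genes, the 3 stimulated samples did not overlap with the 3 unstimulated samples, against 18.8% and 18.0% of all tested genes and the 10% that chance gives. At an unadjusted p under 0.05, there were 2643 genes in scramble cells and 1420 genes in shSrsf3 cells. DESeq2's test called 30 and 10 genes. Without a fold change minimum, 608 and 85 genes were called, and without a filter for low counts the numbers were 121 and 65. In a test against a fold change of 2, they were 5 and 0. The count in scramble cells varied with single samples. Scramble -PDGF-AA replicate 3 is the only sample of its group with a mapping rate over 90%. The count was 78 without it, where the ligand is mixed with the difference between libraries, and 18 without scramble +PDGF-AA replicate 3. In shSrsf3 cells, it was between 3, without shSrsf3 -PDGF-AA replicate 1, and 7. In the 9 samples with a mapping rate over 90%, 25 genes were DE in scramble cells, 13 of them among the 30, and 9 in shSrsf3 cells, including all 6. Of the DE genes, 14 and 5 had a mean count of at least 50. The paper's own lists were read from its source data. Of the 37 genes the paper lists for scramble cells, 22 were among the 30, and 36 had the same direction here, and of the 14 it lists for shSrsf3 cells, 5 were among the 6. Of the genes the paper lists with a log2 fold change beyond 7 in either direction, 10 in scramble cells, 4 were called here, against 18 of its other 27. All 10 had no count in any sample of 1 condition. The limit of detection was taken as 3 counts per library. *Gm10052* was at least 166-fold lower upon stimulation, *Rpl30-ps9* at least 53.0-fold higher, and *Gng7* at least 22.3-fold higher. *Gng7* and *Rpl30-ps9* were each detected in only 1 of the 3 stimulated samples. *Gm10052* was detected in only 2 of the 3 unstimulated samples, with counts of 878, 86, and 0, so its bound rests largely on 1 replicate. *Gm28052*, *Gm20691*, *Gm9843*, and *BC002059* were at least 39.2-fold, 19.8-fold, 14.2-fold, and 10.5-fold lower upon stimulation. *4930426L09Rik* was at least 28.5-fold higher. *Gm9843* was detected in only 1 and *4930426L09Rik* in only 2 of the 3 samples of the condition with counts. In shSrsf3 cells, *Gm10052* was at least 88.0-fold higher upon stimulation, and *Rpl30-ps9* and *4930426L09Rik* at least 57.2-fold and 12.9-fold lower. There, *Gm10052* and *Rpl30-ps9* were detected in only 2 and *4930426L09Rik* in only 1 of the 3 samples of the condition with counts. These bounds use the mean over all 3 samples, so they do not hold for each sample. In 7 of the 10 (70.0%), more than 50% of the 31-base sequences were shared with other genes, against 8.11% of the other genes in the paper's lists, so that the counts of these genes are uncertain.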

We detected only 37 DE genes in scramble cells and 14 DE genes in shSrsf3 cells (Figure 1E). 

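The list of 30 DE genes in scramble cells and the list of 6 in shSrsf3 cells shared 3 genes out of 33 (9.09%). The Spearman correlation between the log2 fold changes upon stimulation in the 2 lines was 0.193 across the 33 genes and 0.268 across all tested genes. In the 9 samples with a mapping rate over 90%, it was 0.657 across the genes called there and 0.249 across all tested genes. Over the alternative settings, the correlation across the genes called ranged from 0.0739, without a low-count filter, to 0.843, without a fold change minimum. The samples of the 2 comparisons are separate.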

There was limited overlap (4 out of 47; 8.51%) of PDGF-AA-dependent DE genes across Srsf3 conditions, resulting in a total of 47 unique genes within both datasets (Figure 1E and F, Figure 1—figure supplement 1B). Of the four shared DE genes, three (75%) had shared increases in expression upon PDGF-AA stimulation (Figure 1E and F). These findings demonstrate that, unlike Srsf3 activity, PDGFRα signaling minimally affects gene expression at 1 hr of ligand stimulation, consistent with our previous findings in mouse embryonic facial mesenchyme (Dennison et al., 2021). 

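The 3 shared DE genes were the immediate early genes *Klf10*, *Egr1*, and *Egr3*, and all 3 increased upon PDGF-AA stimulation in both lines. *Klf10* (ENSMUSG00000037465.12; chromosome 15, 38291703 to 38300959) increased from 57.7 ± 1.53 CPM to 152 ± 4.41 CPM (SD, n = 3) in scramble cells, a log2 fold change of 1.39 (standard error 0.0485, adjusted p = 3.03e-09 from edgeR's quasi-likelihood test), and from 46.3 ± 3.12 CPM to 107 ± 2.39 CPM in shSrsf3 cells, a log2 fold change of 1.22 (standard error 0.0488). *Egr1* (ENSMUSG00000038418.10; chromosome 18, 34992876 to 34998049) increased from 29.3 ± 3.07 CPM to 79.4 ± 13.1 CPM in scramble cells, a log2 fold change of 1.44 (standard error 0.111), and from 53.4 ± 4.59 CPM to 112 ± 8.78 CPM in shSrsf3 cells, a log2 fold change of 1.08 (standard error 0.108). *Egr3* (ENSMUSG00000033730.6; chromosome 14, 70314350 to 70320063) increased from 12.5 ± 1.44 CPM to 66.2 ± 8.95 CPM in scramble cells, a log2 fold change of 2.41 (standard error 0.126), and from 13.3 ± 2.34 CPM to 36.6 ± 2.71 CPM in shSrsf3 cells, a log2 fold change of 1.48 (standard error 0.126). Each gene was called in both lines with any sample left out. The difference between the lines, tested as an interaction, was -0.94 for *Egr3* (adjusted p = 0.174 from edgeR's quasi-likelihood test), and it was not called for *Egr1* (-0.36) or *Klf10* (-0.18) either. For *Egr3*, it was called by DESeq2 (adjusted p = 1.14e-04) and with a term for a mapping rate under 90% (edgeR adjusted p = 0.00681), within a range of 1.90e-24 to 0.582 over 11 alternatives, of which 4 called it.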

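Beside the 30 and 6 PDGF-AA-dependent DE genes, the 864 and 815 Srsf3-dependent DE genes were tested in the same model, in the same 15037 genes, and with the same number of samples per group. In simulated counts drawn from these samples, in which 200 genes were changed 3-fold, the test recovered 93.0% of the changed genes for the PDGF-AA comparison in scramble cells and 86.5% for that in shSrsf3 cells. Smaller changes of single genes were not simulated, so this recovery does not show how many smaller responses were missed. With all libraries reduced at random to about the size of the smallest library (30958870 counts), 28 genes were DE in scramble cells and 6 in shSrsf3 cells, against 754 and 728 Srsf3-dependent DE genes. From its own numbers of DE genes, the paper concludes that PDGFRα signaling, unlike Srsf3 activity, minimally affects gene expression at 1 hr of ligand stimulation.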

Further, these results show that expression of a set of genes (4) depends on PDGFRα signaling independent of Srsf3 activity, while a larger set of genes (43) is differentially expressed in response to both PDGFRα signaling and Srsf3 activity (Figure 1E and F). 

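A total of 30 genes were called in only 1 of the PDGF-AA comparisons. Of these, 24 (80.0%) changed in the same direction in the other line, and 5 had an adjusted p of 0.05 or less in both lines. The interaction, which tests whether the response differs between the lines, was called for 1 of the 30 genes, the pseudogene *Gm6741*, and 21 had an unadjusted p under 0.05 for it. *Gm6741* had no count in scramble +PDGF-AA samples and was at least 27.0-fold lower upon stimulation in scramble cells. Its interaction was called in only 3 of the 12 fits with 1 sample left out. The interaction and the calls rest on the same samples, so genes called in 1 line were preselected for a difference between the lines.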

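Many of the growth factor-responsive regulators of transcription are immediate early genes. A list of 38 such genes was tested as a whole in each line; it had been written when the paper's table of DE genes had already been read. In scramble cells, 32 of the 38 genes were higher upon PDGF-AA stimulation, with a mean log2 fold change of 0.57 (n = 12 samples in the model, camera p = 4.13e-75 and fry p = 4.21e-05). In shSrsf3 cells, 32 of the 38 genes were higher as well, with a mean of 0.35 (n = 12, camera p = 1.52e-54 and fry p = 9.01e-04). The adjusted p was 0.05 or less for 22 and 14 genes when adjusted over all genes and for 27 and 26 genes when adjusted over the list alone, which is not independent evidence where the paper chose genes from these samples. Without the genes in the paper's DE lists, 28 genes remained, with means of 0.28 (n = 12, fry p = 0.00124) and 0.18 (fry p = 0.0166). In the 9 samples with a mapping rate over 90%, the means of the 38 genes were 0.69 and 0.35. The interaction, which tests whether the list responds differently in the 2 lines, is the difference between these effects; its mean was -0.22, with 29 of the 38 genes responding less in shSrsf3 cells. This shift was called by camera (p = 5.45e-15) but not by fry (p = 0.0626; n = 12). No member reached an adjusted p of 0.05 over all genes in edgeR's test of the interaction, and 10 did when adjusted over the list alone; 15 had an unadjusted p under 0.05, and 4 had an adjusted p of 0.05 or less with DESeq2.

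**Figure D2:**
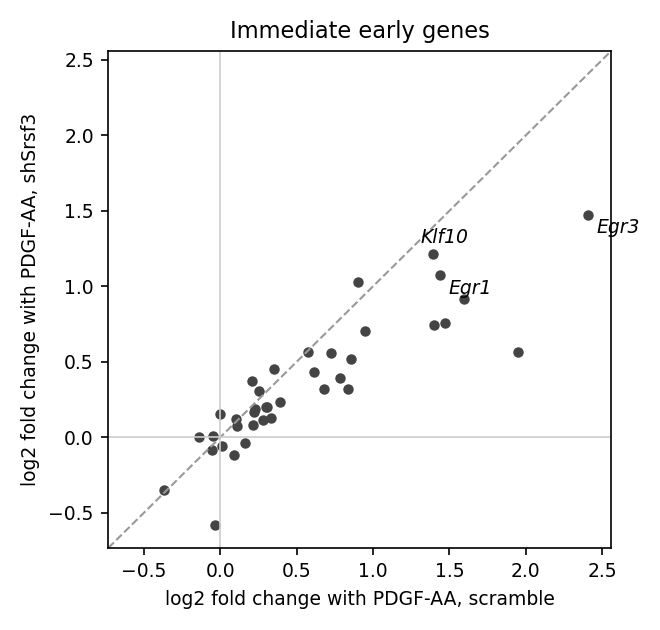
Log2 fold changes upon PDGF-AA stimulation of the 38 immediate early genes in scramble cells (horizontal axis) and shSrsf3 cells (vertical axis). Each point is a gene, with the diagonal marking equal responses; 29 of the 38 genes lie below it.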

GO analysis of the PDGF-AA-dependent DE genes revealed significant terms for biological process in the scramble cells relating to cell migration, response to growth factor stimulation, and regulation of transcription (Figure 1—figure supplement 2A). The most significant terms for molecular function commonly involved DNA binding (Figure 1—figure supplement 2B).

### PDGFRα signaling for 1 hr has a more pronounced effect on alternative RNA splicing

We previously demonstrated that AS is an important mechanism of gene expression regulation downstream of PI3K/Akt-mediated PDGFRα signaling in the murine mid-gestation palatal shelves (Dennison et al., 2021). Accordingly, we next assessed AS in our same RNA-seq dataset. 

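The AS results were examined from the paper's own complete tables of significant events (Figure 2—source data 1 to 4), which give for each event the genomic coordinates on GRCm39 and, for each of the 3 replicates per condition (n = 3), the number of reads that support inclusion and skipping. The authors obtained these reads by aligning reads trimmed to 125 bp with STAR and counting them with rMATS, which tests each event for a difference between groups. Here, PSI was recomputed for each replicate from the inclusion and skipping reads and the effective lengths in the tables, with PSI expressed as a fraction. For all 2539 events, the recomputed difference in PSI was within 0.002 of the tabulated one. The tables hold only events at a false discovery rate of 0.05 or less and a difference of at least 0.05, so values for events outside them were not used here. A change in PSI was expressed as in the paper, as scramble minus shSrsf3 or -PDGF-AA minus +PDGF-AA. The median number of STAR input read pairs in the paper's methods table is 39971864 for scramble -PDGF-AA, 49390634 for shSrsf3 -PDGF-AA, 48116755 for scramble +PDGF-AA, and 26455873 for shSrsf3 +PDGF-AA samples. Of the 1771 skipped exon events in the 4 tables, 1738 (98.1%) had AG before and GT after the exon in the genome sequence.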

In examining Srsf3-dependent alternatively spliced transcripts, we detected 1354 differential AS events in the absence of ligand treatment and 1071 differential AS events upon ligand stimulation (Figure 2A). 

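In the table of Srsf3-dependent events in the absence of ligand, 1113 events in 859 genes were counted, and upon ligand stimulation, 795 events in 626 genes. Of all 2539 events in the 4 tables, 2531 had a mean of 10 or more reads per replicate in at least 1 of the conditions compared. With a mean of at least 20 reads per replicate in both conditions, 968 and 639 Srsf3-dependent events remained, with a difference in PSI of at least 0.1, 693 and 496 remained, and with at least 100 reads, the setting that moved the counts the most, 558 and 321 remained.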

When filtered to include events detected in at least 10 reads in either condition, we obtained a list of 1113 differential AS events in the absence of ligand treatment and 795 differential AS events upon ligand stimulation (Figure 2B). 

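Events of the 2 Srsf3 comparisons were matched by event type, strand, and all exon coordinates. In this way, 209 events were shared out of 1699 (12.3%). Other ways of matching gave between 3 and 249 shared events.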

There was limited overlap (203 out of 1705; 11.9%) of Srsf3-dependent alternatively spliced transcripts across ligand treatment conditions, resulting in a total of 1705 unique events within both datasets (Figure 2A and B). Of the 203 shared alternatively spliced transcripts, 100% had the same directionality, including 81 (40%) with shared negative changes in percent spliced in (PSI) (exon included more often in shSrsf3 samples) and 122 (60%) with shared positive changes in PSI (exon skipped more often in shSrsf3 samples) (Figure 2A and B). 

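Of the 209 shared events, 192 changed in the same direction, including 65 with negative changes in PSI and 127 with positive changes in PSI. The values of 3 shared or named events follow. The skipped exon event in *Arhgap12* (chromosome 18, 6057517 to 6057591, minus strand) involves a 75 bp coding exon with the boundary sequences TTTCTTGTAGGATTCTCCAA and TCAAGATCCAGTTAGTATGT. Its PSI was 0.604 ± 0.0553 (SD, n = 3) in scramble and 0.312 ± 0.145 in shSrsf3 samples in the absence of ligand, and 0.784 ± 0.139 in scramble and 0.371 ± 0.0718 in shSrsf3 samples upon stimulation, from a mean of 26.7 to 45.7 reads per replicate. In both comparisons, the replicates of the conditions did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 replicates against 3 allow). The skipped exon event in *Cep55* (chromosome 19, 38045858 to 38045990, plus strand) involves a 133 bp exon that the annotation places in the UTR of most transcripts that hold it. Between scramble and shSrsf3 samples, it was significant only upon ligand stimulation, where its PSI was 0.678 ± 0.168 in scramble samples and 1.00 in all 3 shSrsf3 samples (exact permutation p = 0.1), from a mean of 20.3 and 12.3 reads per replicate, which limits the precision of both values. It was also significant upon PDGF-AA stimulation of scramble cells, from 0.931 ± 0.119 in the unstimulated samples, with an overlap between replicates (exact permutation p = 0.2). The event with the largest number of reads named here is in *Srsf3* itself (chromosome 17, 29258428 to 29258883, plus strand), and was chosen after the values were seen. The transcripts of *Srsf3* that hold this 456 bp exon whole are annotated as subject to nonsense-mediated decay or as retained introns. Its PSI was 0.429 ± 0.0639 in scramble and 0.179 ± 0.00351 in shSrsf3 samples in the absence of ligand, and 0.362 ± 0.0475 in scramble and 0.193 ± 0.0189 in shSrsf3 samples upon stimulation (exact permutation p = 0.1 in each case).

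**Figure D3:**
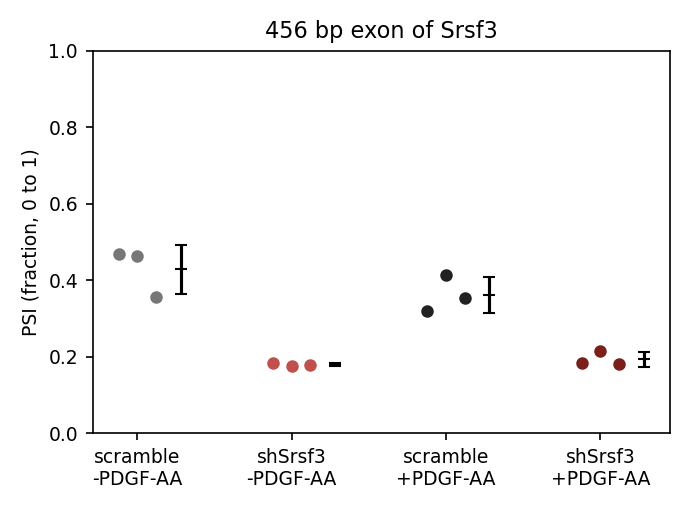
PSI (vertical axis, as a fraction) of the 456 bp exon of *Srsf3* in the 4 conditions (horizontal axis). Points are the 3 replicates, and the short line with error bars beside them is the mean with the standard deviation; all shSrsf3 replicates lie below the scramble replicates of the same ligand condition.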

We confirmed the differential AS of two transcripts, *Arhgap12* and *Cep55*, between scramble and shSrsf3 samples by qPCR using primers within constitutively expressed exons flanking the alternatively spliced exon (Figure 2—figure supplement 1A and B). These findings demonstrate that AS of a set of transcripts (203) depends on Srsf3 activity independent of PDGFRα signaling, while a much larger set of transcripts (1502) is alternatively spliced in response to both Srsf3 activity and PDGFRα signaling (Figure 2A and B). 

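Matched by coordinates, 1490 events were found in only 1 of the Srsf3 comparisons. The tables do not hold the values of an event in the comparison in which it was not significant, so whether its change in PSI differs between ligand conditions was not tested. From the sizes of the shared and unshared sets, the paper concludes that AS of a set of transcripts depends on Srsf3 activity independent of PDGFRα signaling, while a much larger set is alternatively spliced in response to both.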

GO analysis of these Srsf3-dependent alternatively spliced transcripts revealed that the most significant terms for biological process and molecular function commonly involved regulation of RNA splicing, and RNA binding and cadherin binding, respectively (Figure 2—figure supplement 2A and B).

**Figure 2.**
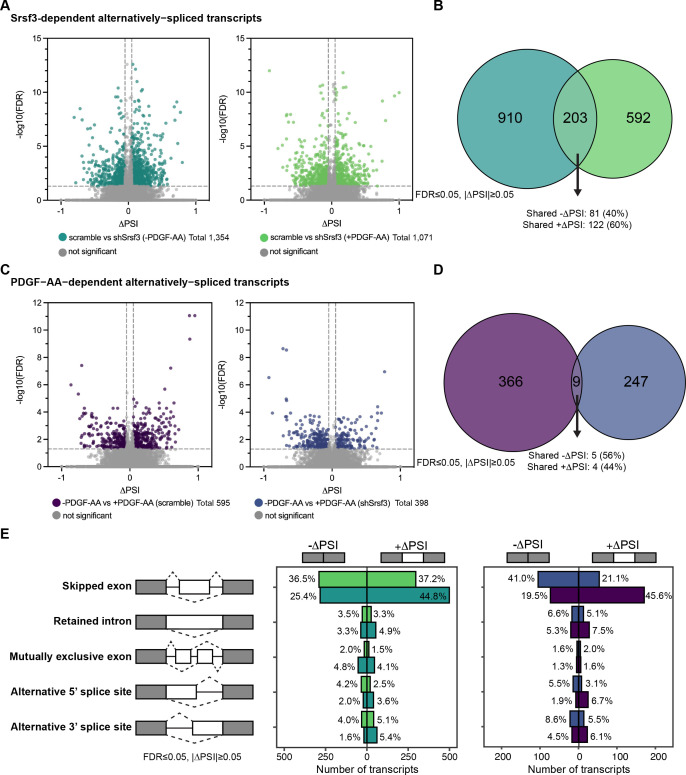
PDGFRα signaling for 1 hr has a more pronounced effect on alternative RNA splicing. (**A**) Volcano plots depicting alternatively spliced transcripts in scramble versus shSrsf3 cell lines in the absence (left) or presence (right) of PDGF-AA stimulation. Difference in percent spliced in (ΔPSI) values represent scramble PSI – shSrsf3 PSI. Significant changes in alternative RNA splicing are reported for events with a false discovery rate (FDR) ≤ 0.05 and a difference in percent spliced in (|ΔPSI|) ≥ 0.05. (**B**) Venn diagram of significant transcripts from (A), filtered to include events detected in at least 10 reads in either condition. (**C**) Volcano plots depicting alternatively spliced transcripts in the absence versus presence of PDGF-AA ligand in scramble (left) or shSrsf3 (right) cell lines. Difference in percent spliced in (ΔPSI) values represent -PDGF-AA PSI –+PDGF-AA PSI. (**D**) Venn diagram of significant transcripts from (**C**), filtered to include events detected in at least 10 reads in either condition. (**E**) Bar graphs depicting alternative RNA splicing events in scramble versus shSrsf3 cell lines in the absence or presence of PDGF-AA stimulation (left) or in the absence versus presence of PDGF-AA ligand in scramble or shSrsf3 cell lines (right). Figure 2—source data 1.rMATS output for scramble (-PDGF-AA) versus shSrsf3 (-PDGF-AA) RNA-seq analysis. Figure 2—source data 2.rMATS output for scramble (+PDGF-AA) versus shSrsf3 (+PDGF-AA) RNA-seq analysis. Figure 2—source data 3.rMATS output for -PDGF-AA (scramble) versus +PDGF-AA (scramble) RNA-seq analysis. Figure 2—source data 4.rMATS output for -PDGF-AA (shSrsf3) versus +PDGF-AA (shSrsf3) RNA-seq analysis.

**Figure 2—figure supplement 1.**
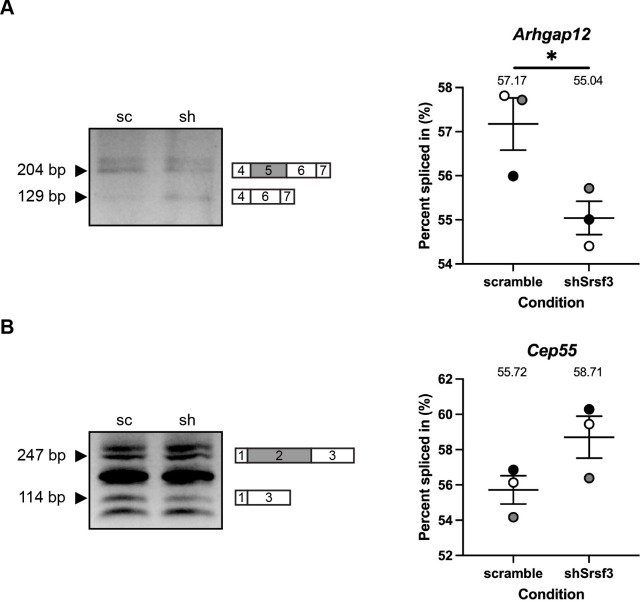
qPCR validation of differential AS between scramble and shSrsf3 samples. (**A, B**) Representative qPCR gels (left) with depictions of differentially alternatively spliced exon (gray), and upstream and downstream sequences (white) that were assessed by qPCR in scramble (sc) versus shSrsf3 (sh) samples for *Arhgap12* (**A**) and *Cep55* (**B**). Scatter dot plots (right) depicting the percent spliced in from n = 3 biological replicates as at left. Data are mean ± s.e.m. *p<0.05 (two-tailed, unpaired *t*-test with Welch’s correction). Shaded circles correspond to independent experiments. Figure 2—figure supplement 1—source data 1.*Arhgap12* and *Cep55* PCR gels.

**Figure 2—figure supplement 2.**
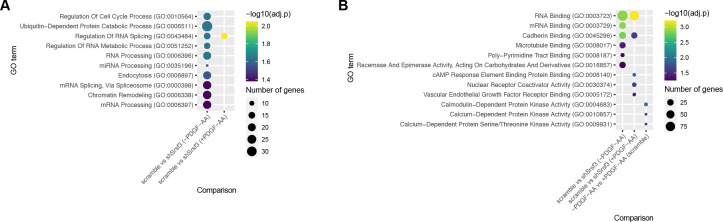
Gene ontology (GO) analysis of alternatively spliced transcripts across treatment comparisons. (**A, B**) Bubble plots depicting up to 10 of the most significant GO terms for biological process (**A**) and molecular function (**B**) for Srsf3-dependent and PDGF-AA-dependent alternatively spliced transcripts. Colors correspond to -log_10_ (adjusted p-value); sizes correspond to number of genes.

In examining PDGF-AA-dependent alternatively spliced transcripts, we detected 595 differential AS events in scramble cells and 398 differential AS events in shSrsf3 cells (Figure 2C). 

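The tables of PDGF-AA-dependent events hold 375 events in 326 genes for scramble cells and 256 events in 226 genes for shSrsf3 cells. With a difference in PSI of at least 0.1, 228 and 195 events remained, and with a mean of at least 20 reads per replicate in both conditions, 315 and 164. For skipped exons, the median number of reads per event and replicate was 56.0 in the unstimulated and 67.0 in the stimulated scramble samples and 56.3 and 31.7 in the shSrsf3 samples.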

When filtered to include events detected in at least 10 reads in either condition, we obtained a list of 375 differential AS events in scramble cells and 256 differential AS events in shSrsf3 cells (Figure 2D). There was negligible overlap (9 out of 622; 1.45%) of PDGF-AA-dependent alternatively spliced transcripts across Srsf3 conditions, resulting in a total of 622 unique events within both datasets (Figure 2C and D). 

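Matched as above, 14 PDGF-AA-dependent events were shared between scramble and shSrsf3 cells out of 617 (2.27%), and 603 were found in 1 line only.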

Of the nine shared alternatively spliced transcripts, 100% had the same directionality, including five (56%) with shared negative changes in PSI (exon included more often in +PDGF-AA samples) and four (44%) with shared positive changes in PSI (exon skipped more often in +PDGF-AA samples) (Figure 2C and D). 

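Of the 14 shared events, 6 changed in the same direction in scramble and shSrsf3 cells, including 1 with a negative and 5 with positive changes in PSI.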

Taken together, these findings demonstrate that both Srsf3 activity and PDGFRα signaling have more pronounced effects on AS than gene expression. While more transcripts and genes are subject to these regulatory mechanisms upon loss of Srsf3 activity, the magnitude of events is more greatly skewed toward AS upon PDGF-AA stimulation. 

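In the absence of ligand, 1113 Srsf3-dependent AS events and 864 DE genes were counted. Upon stimulation, there were 795 events and 815 genes. For PDGF-AA, the numbers were 375 events and 30 genes in scramble cells and 256 events and 6 genes in shSrsf3 cells. The events and the genes were called with different tools and thresholds, and a gene can hold several events. Few genes with Srsf3-dependent AS events passed both thresholds for DE in the same comparison. In the absence of ligand, 29 of the 847 tested genes with AS events were DE (3.42%, against 5.75% of all tested genes), an odds ratio of 0.567 against the other tested genes (two-sided Fisher's exact test, p = 0.00179), and upon ligand stimulation, 23 of 622 (3.70%) were DE (odds ratio 0.661, p = 0.0568 from the same test). Among genes with a mean count of at least 50, the odds ratios were 0.957 (Fisher's exact p = 0.921) and 1.104 (p = 0.641). Without a fold change minimum the direction was the opposite: 451 of the 847 genes with AS events (53.25%, against 45.4% of the other genes) differed in the absence of ligand (odds ratio 1.37, Fisher's exact p = 1.05e-05) and 310 of 622 (49.8%, against 40.65%) upon stimulation (odds ratio 1.45, Fisher's exact p = 6.59e-06). None of the 320 genes with AS events in scramble cells and none of the 224 in shSrsf3 cells upon PDGF-AA stimulation were DE by edgeR's test, which allows a share of up to 0.932% and 1.33% (95% confidence). Only 0.1995% and 0.0399% of all tested genes were DE there, so these counts of 0 do not set genes with AS events apart. Without a fold change minimum, 17 of the 320 genes were called (5.31%, against 4.02% of the other genes, Fisher's exact p = 0.249) and 0 of the 224. By an unadjusted p under 0.05, 69 of the 320 genes and 23 of the 224 changed. DESeq2 called none of these genes DE in either line. From the numbers of AS events and DE genes, the paper concludes that both Srsf3 activity and PDGFRα signaling affect AS more than gene expression, with a greater skew toward AS upon PDGF-AA stimulation.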

Further, these results show that AS of a set of transcripts (9) depends on PDGFRα signaling independent of Srsf3 activity, while a much larger set of transcripts (613) is alternatively spliced in response to both PDGFRα signaling and Srsf3 activity (Figure 2C and D). When combined with the data above (Figure 2B), this points to a profound dependence between PDGFRα signaling and Srsf3 in regulating AS of transcripts in the facial mesenchyme. GO analysis of these PDGF-AA-dependent alternatively spliced transcripts demonstrated only a handful of significant terms for molecular function in the scramble cells, all relating to protein kinase activity (Figure 2—figure supplement 2B).

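Among Srsf3-dependent events, 782 of 1113 (70.3%) without ligand and 586 of 795 (73.7%) with ligand were skipped exons. Among PDGF-AA-dependent events, 244 of 375 (65.1%) in scramble cells and 159 of 256 (62.1%) in shSrsf3 cells were skipped exons. Retained introns made up 6.79% to 12.8% of the events in the 4 comparisons, mutually exclusive exons 2.93% to 8.89%, alternative 5’ splice sites 5.57% to 8.59%, and alternative 3’ splice sites 7.10% to 14.1%.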

The vast majority of Srsf3-dependent (70.2–73.7%) and PDGF-AA-dependent (62.1–65.1%) AS events involved skipped exons, with minimal contribution from retained introns, mutually exclusive exons, alternative 5’ splice sites, or alternative 3’ splice sites (Figure 2E). 

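Of the 782 skipped exon events in the absence of ligand, 499 (63.8%, Wilson 95% confidence interval 60.4% to 67.1%) had a positive change in PSI and 283 had a negative change. The interval covers counting error across events only, not the spread between cultures. The share was 66.1% among the 377 events with a mean of at least 100 reads per replicate in both conditions. With each replicate left out in turn, it stayed between 63.8% and 64.9%.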

For the Srsf3-dependent skipped exon events, there were more transcripts with +ΔPSI (exon skipped more often in shSrsf3 samples) (44.8%) as opposed to -ΔPSI (exon included more often in shSrsf3 samples) (25.4%) in the absence of PDGF-AA stimulation (Figure 2E), consistent with previous results that SR proteins tend to promote exon inclusion (Fu and Ares, 2014; Licatalosi and Darnell, 2010). However, PDGF-AA ligand treatment led to an increase in the percentage of transcripts with -ΔPSI (36.5%) (Figure 2E), indicating that PDGFRα signaling promotes exon skipping in the presence of Srsf3. 

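Upon ligand stimulation, 296 of the 586 skipped exon events (50.5%, Wilson 95% confidence interval 46.5% to 54.5%) had a positive change in PSI and 290 had a negative change. The share of positive changes was lower than without ligand by 13.3 percentage points (two-sided Fisher's exact test, p = 1.06e-06). Fisher's exact test counts events as independent, although all events of a comparison come from the same samples. Its p does not cover the spread between cultures. The difference between the shares shrank with the number of reads behind the events. With a mean of at least 20 reads per replicate in both conditions, the shares were 64.4% without and 55.7% with ligand (Fisher's exact p = 0.00377), and with at least 100 reads they were 66.1% and 62.8% (p = 0.441). In the stimulated samples, PSI was 1 in all 3 replicates of the shSrsf3 samples, the group with fewer reads, for 66 events and in all 3 replicates of the scramble samples for 22. In the unstimulated samples, in which the scramble group had fewer reads, the numbers were 29 and 81. From the increase in negative changes, the paper proposes that PDGFRα signaling promotes exon skipping in the presence of Srsf3.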

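Of the 244 PDGF-AA-dependent skipped exon events in scramble cells, 171 (70.1%, Wilson 95% confidence interval 64.1% to 75.5%) had a positive change in PSI. In shSrsf3 cells, the number was 54 of 159 (34.0%, 27.1% to 41.6%). The shares differed by 36.1 percentage points (two-sided Fisher's exact test, p = 8.90e-13). Here too, the test counts events and does not cover the spread between cultures. In shSrsf3 cells, PSI was 1 in all 3 stimulated replicates, the group with fewer reads, for 46 events and in all 3 unstimulated replicates for 4. In scramble cells, the unstimulated group had fewer reads, and the numbers were 16 and 42. With a mean of at least 20 reads per replicate in both conditions, the shares were 70.9% (139 of 196) and 43.7% (45 of 103), a difference of 27.2 percentage points (Fisher's exact p = 5.93e-06); of the shSrsf3 events with fewer reads, 4 of 24 under 10 reads and 5 of 32 with 10 to 20 had a positive change. Among events with a mean of at least 100 reads per replicate in both conditions, 49 of 72 (68.1%) and 11 of 29 (37.9%) had a positive change, a difference of 30.1 percentage points (Fisher's exact p = 0.00721). Among the 196 events in scramble cells with a mean of at least 20 reads, 161 (82.1%) kept their direction and a difference of at least 0.05 in the replicates with a mapping rate over 90% alone, with 1 unstimulated replicate against 2 stimulated ones. The events had been selected with these same replicates. With unstimulated replicates under 90% against stimulated ones over 90% the share was 88.8%, and with the reverse pairing it was 75.0%.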

Among the PDGF-AA-dependent skipped exon events, there was a significant shift in transcripts with -ΔPSI (exon included more often in +PDGF-AA samples) in the absence (41.0%) versus presence (19.5%) of Srsf3, and a corresponding shift in transcripts with +ΔPSI (exon skipped more often in +PDGF-AA samples) (21.1% and 45.6%, respectively) (Figure 2E), again suggesting that PDGF-AA stimulation causes increased exon skipping when Srsf3 is present.

### Srsf3 exhibits differential transcript binding upon PDGFRα signaling

To determine direct binding targets of Srsf3 downstream of PDGFRα signaling, we conducted eCLIP (Van Nostrand et al., 2017; Van Nostrand et al., 2016) of iMEPM cells that were left unstimulated (-PDGF-AA) or treated with 10 ng/mL PDGF-AA for 1 hr (+PDGF-AA) as above (Figure 3A). Immunoprecipitation with a previously validated Srsf3 antibody (Dennison et al., 2021) successfully enriched for Srsf3 in UV-crosslinked cells (Figure 3B). We detected 6555 total eCLIP peaks in protein-coding genes in the -PDGF-AA samples and 8584 total peaks in the +PDGF-AA samples. Among the -PDGF-AA peaks, 3727 (56.9%) were located in exons (CDS) and 1690 (25.8%) were located within introns, with the rest binding within 5’ UTRs (768, 11.7%) and 3’ UTRs (367, 5.60%) (Figure 3C and D). We observed substantial shifts in Srsf3-bound regions upon PDGF-AA stimulation. Many more +PDGF-AA peaks were located within exons (7139, 83.2%), and less were located within introns (765, 8.91%), 5’ UTRs (389, 4.53%), and 3’ UTRs (287, 3.34%) (Figure 3C and D). Given that SR proteins are crucial for exon definition and bind to exonic splicing enhancers to recruit and stabilize core splicing machinery (Fu and Maniatis, 1990; Krainer et al., 1991; Zahler et al., 1993), we investigated Srsf3 binding around 5’ and 3’ splice sites in response to PDGFRα signaling. Consistent with the results above and previous findings (Änkö et al., 2012), Srsf3 binding was enriched in exonic regions, as opposed to intronic regions, surrounding the splice sites (Figure 3E). There was greater mean coverage of Srsf3 peaks in the +PDGF-AA condition versus the -PDGF-AA condition within 100 nucleotides upstream of the 5’ splice site and within 100 nucleotides downstream of the 3’ splice site (Figure 3E). Additionally, we detected decreased mean coverage in the +PDGF-AA condition within 25 nucleotides downstream of the 5’ splice site boundary (Figure 3E). Taken together, these data show that PDGFRα signaling leads to increased binding of Srsf3 to exons. Finally, we performed unbiased motif enrichment analysis of Srsf3 peaks in unstimulated and PDGF-AA-treated samples, revealing that the mostly highly enriched motifs in -PDGF-AA samples were CACACA and AAGAAG (Figure 3F, Figure 3—figure supplement 1). Of note, these CA-rich motifs have previously been identified as canonical Srsf3 motifs in a CLIP study utilizing a stably integrated SRSF3-EGFP transgene (Änkö et al., 2012). However, in PDGF-AA-stimulated samples, the most highly enriched motifs were GAAGCG, GAAGAA, and AGAAGA (Figure 3G, Figure 3—figure supplement 1), suggesting that PDGFRα signaling influences Srsf3 binding specificity.

**Figure 3.**
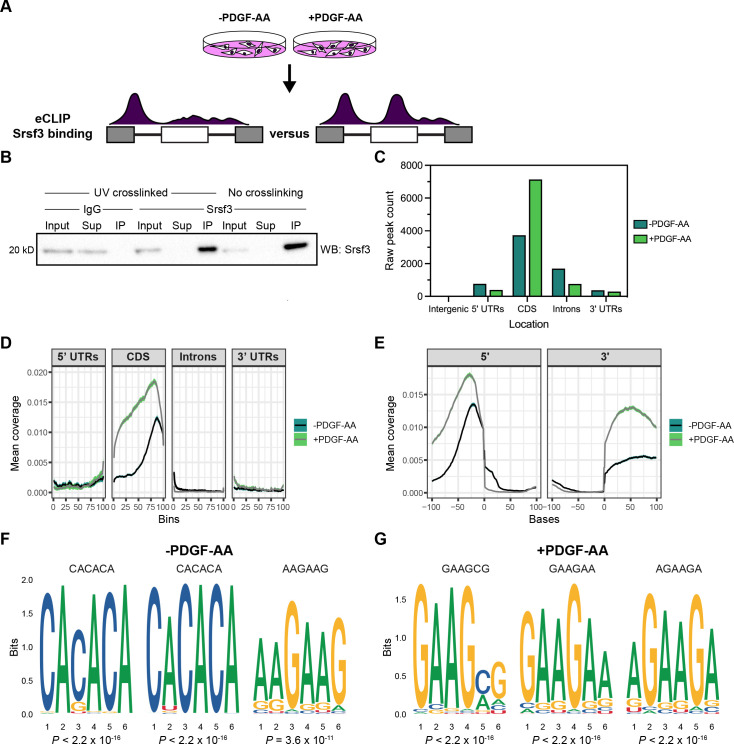
Srsf3 exhibits differential transcript binding upon PDGFRα signaling. (**A**) Schematic of enhanced UV-crosslinking and immunoprecipitation (eCLIP) experimental design. Immortalized mouse embryonic palatal mesenchyme (iMEPM) cells were left unstimulated or stimulated with 10 ng/mL PDGF-AA for 1 hr and processed for eCLIP analysis. (**B**) Immunoprecipitation (IP) of Srsf3 from cells that were UV-crosslinked or not UV-crosslinked with IgG or an anti-Srsf3 antibody followed by western blotting (WB) of input, supernatant (Sup), and IP samples with an anti-Srsf3 antibody. (**C**) Mapping of eCLIP peaks to various transcript locations in the absence or presence of PDGF-AA stimulation. 5’ UTR, 5’ untranslated region; CDS, coding sequence; 3’ UTR, 3’ untranslated region. (**D, E**) Mean coverage of eCLIP peaks across various transcript locations (**D**) and surrounding the 5’ and 3’ splice sites (**E**) in the absence or presence of PDGF-AA stimulation. (**F, G**) Top three motifs enriched in eCLIP peaks in the absence (**F**) or presence (**G**) of PDGF-AA stimulation with associated p-values (*t*-test). Figure 3—source data 1.Srsf3 western blots. Figure 3—source data 2.eCLIP output. Figure 3—source data 3.Raw peak counts of eCLIP peaks across various transcript locations.

**Figure 3—figure supplement 1.**
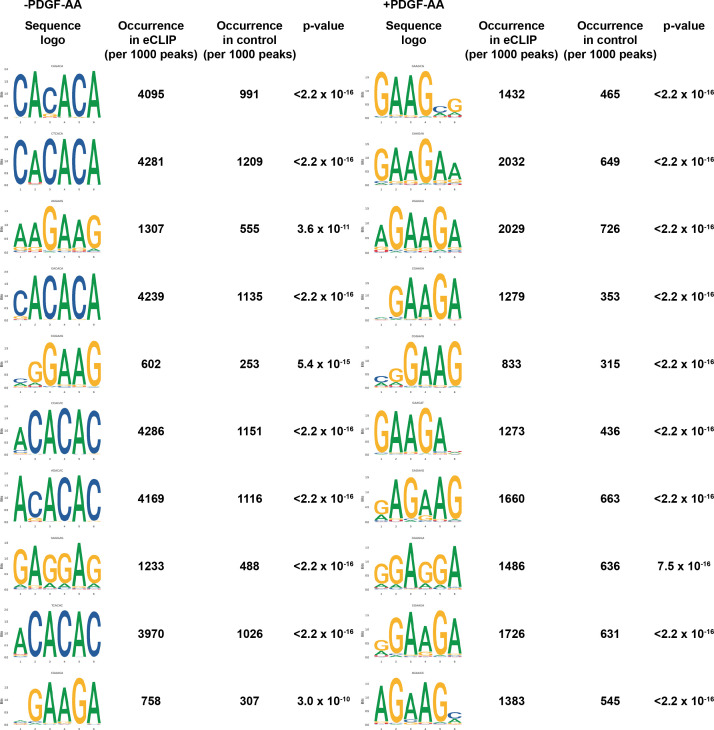
PDGFRα signaling influences Srsf3 binding specificity. Top 10 motifs enriched in enhanced UV-crosslinking and immunoprecipitation (eCLIP) peaks in the absence (left) or presence (right) of PDGF-AA stimulation with associated p-values (*t*-test).

### Srsf3 and PDGFRα signaling are associated with differential GC content and length of alternatively spliced exons

We next probed our RNA-seq dataset to determine whether specific transcript features were associated with Srsf3-dependent AS. 

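GC content and lengths were computed from the GRCm39 sequence for the skipped exons in the paper's tables. Exons with a positive change in PSI (scramble minus shSrsf3) are those included, and exons with a negative change are those skipped, when Srsf3 is present. Exons that were not differentially spliced were not analysed here. Without ligand, the median exon GC content was 53.1% in 499 included exons (interquartile range 47.2% to 58.5%) and 49.2% in 283 skipped exons (44.1% to 55.3%; two-sided permutation test of the difference between medians with 100000 resamples, p = 1e-05, the smallest that they can give). Upon ligand stimulation, the medians were 53.1% in 296 included and 50.0% in 290 skipped exons (permutation p = 1.6e-04). Exons are not independent replicates of the cultures.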

When comparing significant AS events between scramble and shSrsf3 samples in the absence of PDGF-AA stimulation, we found that included exons had a significantly higher GC content (median value of 53.4%) than both skipped exons (50.0%) and exons that were not differentially alternatively spliced (51.2%) when Srsf3 is present (Figure 4A). Additionally, we observed that included exons had a significantly lower ratio of downstream intron to exon GC content (0.856) than both skipped exons (0.901) and exons that were not differentially alternatively spliced (0.888) in the presence of Srsf3 (Figure 4B). 

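The median ratio of downstream intron to exon GC content was 0.857 in included and 0.915 in skipped exons in the absence of ligand (permutation p = 2e-05, two-sided), and 0.849 and 0.919 upon ligand stimulation (permutation p = 1e-05, the smallest that the resamples can give).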

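In the absence of ligand, the median ratio of upstream intron to exon length was 14.4 in included and 22.3 in skipped exons (two-sided permutation test, p = 0.00132), and the median ratio of downstream intron to exon length was 11.2 and 23.1, respectively (permutation p = 1e-05). Included exons were themselves longer, with a median of 139 bp against 100 bp. Upon ligand stimulation, the ratio of upstream intron to exon length was 15.8 in included and 22.9 in skipped exons (permutation p = 0.0227), and the ratio for downstream introns was 10.7 and 17.3 (permutation p = 9.8e-04).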

The same comparisons revealed that the ratio of upstream and downstream intron to exon length was significantly decreased in included exons (median values of 12.4 and 10.6, respectively) compared to both skipped exons (19.5 and 20.0) and exons that were not differentially alternatively spliced (14.2 and 13.3) in the presence of Srsf3 (Figure 4C and D). Taken together, our data demonstrate that exons that are included in the presence of Srsf3 tend to have a higher GC content and lower intron to exon length ratio.

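In the absence of ligand, the differences in GC content, in the ratio of GC content, and in both length ratios kept their direction, with a permutation p of at most 0.00703, when events were limited to a difference in PSI of at least 0.1, to 1 event per gene, or to a mean of at least 100 reads per replicate. In the presence of ligand, the last limit left 155 included and 92 skipped exons, for which the difference in GC content was 2.16 percentage points (permutation p = 0.107) and that in the upstream length ratio was -3.78 (permutation p = 0.264), while the downstream length ratio (-10.3, permutation p = 5.7e-04) and the ratio of GC content (-0.0617, permutation p = 0.00567) still differed. From its own analysis of such features in the absence of ligand, the paper concludes that exons included in the presence of Srsf3 tend to have a higher GC content and a lower intron to exon length ratio.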

**Figure 4.**
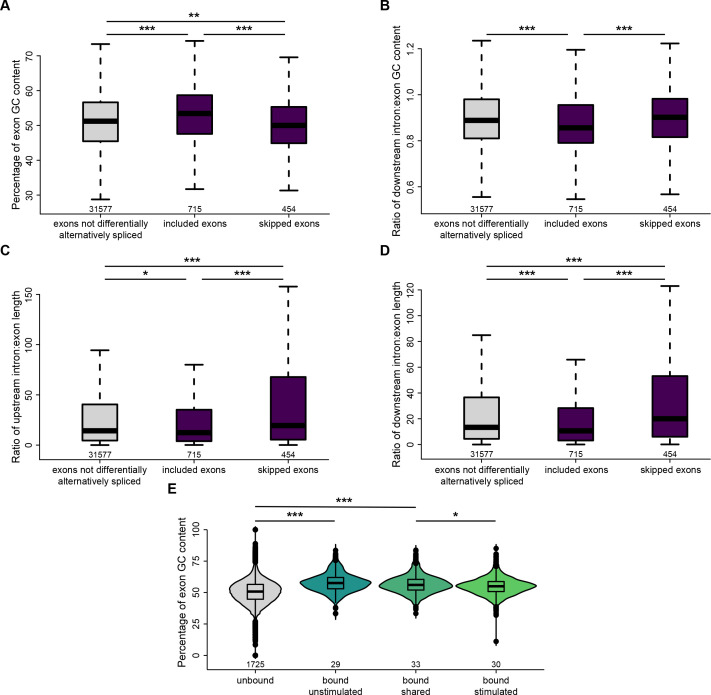
Srsf3 and PDGFRα signaling are associated with differential GC content and length of alternatively spliced exons. (**A**) Box and whisker plot depicting the percentage of exon GC content in exons that are not differentially alternatively spliced, and exons that are included or skipped when Srsf3 is present from the rMATS analysis. (**B**) Box and whisker plot depicting the ratio of downstream intron to exon GC content in exons that are not differentially alternatively spliced, and exons that are included or skipped when Srsf3 is present from the rMATS analysis. (**C, D**) Box and whisker plots depicting the ratio of upstream intron to exon length (**C**) and downstream intron to exon length (**D**) in exons that are not differentially alternatively spliced, and exons that are included or skipped when Srsf3 is present from the rMATS analysis. (**E**) Violin and box and whisker (inset) plots depicting the percentage of exon GC content in exons that are not bound by Srsf3, and exons that are bound in the absence and/or presence of PDGF-AA stimulation from the enhanced UV-crosslinking and immunoprecipitation (eCLIP) analysis. *p<0.05; **p<0.01; ***p<0.001 (Mann–Whitney *U*-test). Figure 4—source data 1.Matt features.

To determine whether PDGFRα signaling had an effect on the transcript features to which Srsf3 bound, we subsequently examined our eCLIP dataset. We found that the exon GC content was significantly increased in exons bound by Srsf3 in the absence of ligand treatment (median value of 57.9%) compared to unbound exons (51.5%) (Figure 4E). However, exon GC content was similar between unbound exons and those bound by Srsf3 upon PDGF-AA stimulation (53.8%) (Figure 4E). These findings indicate that PDGFRα signaling mediates binding of Srsf3 to exons with a lower GC content.

### Transcripts bound by Srsf3 that undergo alternative splicing upon PDGFRα signaling encode regulators of PI3K signaling

To determine which transcripts are directly bound by Srsf3 and subject to DE and/or AS, we cross-referenced the eCLIP and RNA-seq datasets. We collated transcripts with an Srsf3 eCLIP peak that were uniquely detected in the -PDGF-AA or +PDGF-AA samples (2660 transcripts across 3388 peaks). Similarly, we gathered DE genes (596) or differentially alternatively spliced transcripts (985) uniquely found in one of the four treatment comparisons (Figure 5A). 

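Among the genes tested here, 505 were DE in exactly 1 of the 4 comparisons. By the definition set first, DE in exactly 1 of the Srsf3 comparisons or exactly 1 of the PDGF-AA comparisons or called for the interaction, the number was 525. Of the 596 genes that the paper lists as DE in only 1 comparison, 323 (54.2%) were among the 505, and 423 were called here in at least 1 comparison.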

Only 32 (5.4%) of the DE genes were directly bound by Srsf3, while 233 (23.7%) of the alternatively spliced transcripts had an Srsf3 eCLIP peak, with very little overlap (one transcript) between all three categories (Figure 5A).

**Figure 5.**
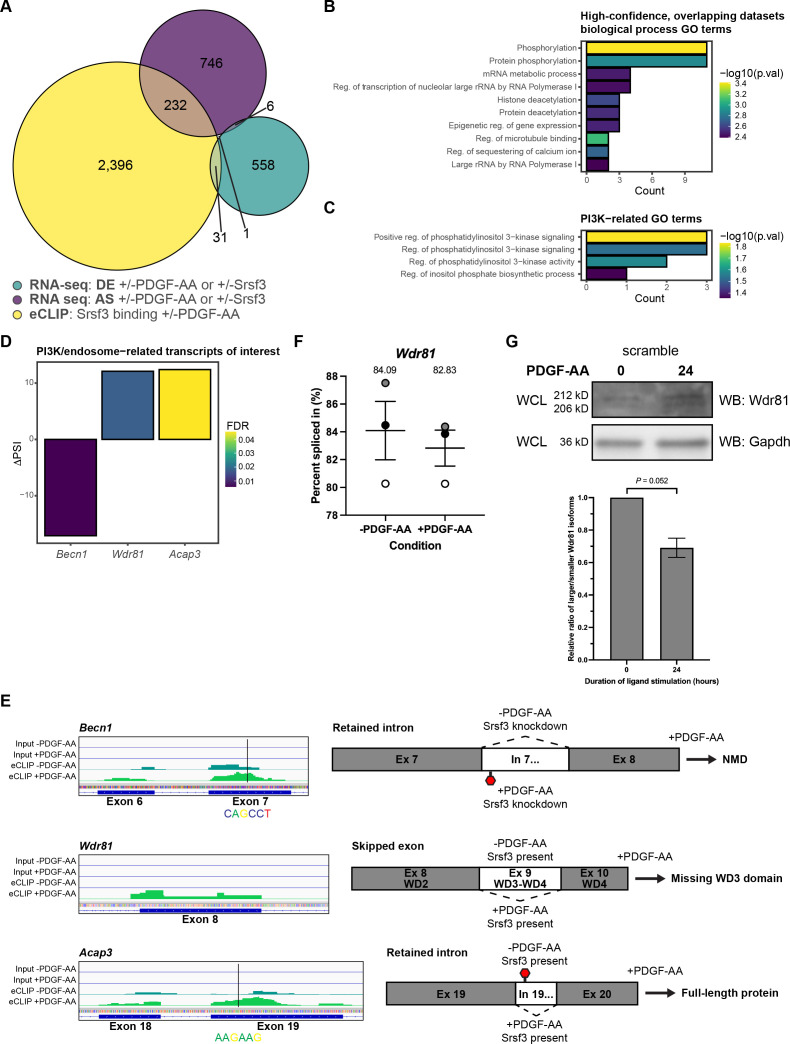
Transcripts bound by Srsf3 that undergo alternative splicing upon PDGFRα signaling encode regulators of PI3K signaling. (**A**) Venn diagram of genes with differential expression (DE) or transcripts subject to alternative RNA splicing (AS) across the four treatment comparisons that overlap with transcripts with Srsf3 enhanced UV-crosslinking and immunoprecipitation (eCLIP) peaks in the absence or presence of PDGF-AA stimulation. (**B, C**) Top 10 (**B**) and PI3K-related (**C**) biological process gene ontology (GO) terms for transcripts from the high-confidence, overlapping datasets. p.val, p. (**D**) Difference in percent spliced in (ΔPSI) values for PI3K/endosome-related transcripts of interest. ΔPSI values represent -PDGF-AA PSI –+PDGF-AA PSI. FDR, false detection rate. (**E**) Peak visualization for input and eCLIP samples in the absence or presence of PDGF-AA stimulation from Integrative Genomics Viewer (left) with location of motifs from Figure 5—figure supplement 1 indicated below for PI3K/endosome-related transcripts of interest. Predicted alternative splicing outcomes for PI3K/endosome-related transcripts of interest (right). (**F**) Scatter dot plot depicting the percent spliced in as assessed by qPCR analysis of *Wdr81* exon 9 in the scramble cell line following 1 hr of PDGF-AA stimulation quantified from n = 3 biological replicates. Data are mean ± s.e.m. Shaded circles correspond to independent experiments. (**G**) Western blot (WB) analysis of whole-cell lysates (WCL) from the scramble cell line following 24 hr of PDGF-AA stimulation with anti-Wdr81 and anti-Gapdh antibodies. Bar graph depicting relative ratios of larger/smaller Wdr81 isoforms quantified from n = 3 biological replicates as above. Data are mean ± s.e.m. p=0.052 (two-tailed, ratio paired *t*-test). Figure 5—source data 1.List of transcripts and genes from Venn diagram in Figure 5A. Figure 5—source data 2.High-confidence, overlapping dataset output correlating eCLIP with scramble (-PDGF-AA) versus shSrsf3 (-PDGF-AA) rMATS RNA-seq analysis. Figure 5—source data 3.High-confidence, overlapping dataset output correlating eCLIP with scramble (+PDGF-AA) versus shSrsf3 (+PDGF-AA) rMATS RNA-seq analysis. Figure 5—source data 4.High-confidence, overlapping dataset output correlating eCLIP with -PDGF-AA (scramble) versus +PDGF-AA (scramble) rMATS RNA-seq analysis. Figure 5—source data 5.High-confidence, overlapping dataset output correlating eCLIP with -PDGF-AA (shSrsf3) versus +PDGF-AA (shSrsf3) rMATS RNA-seq analysis. Figure 5—source data 6.Wdr81 western blots. Figure 5—source data 7.Gapdh western blots. Figure 5—source data 8.Relative ratios of larger/smaller Wdr81 isoforms.

**Figure 5—figure supplement 1.**
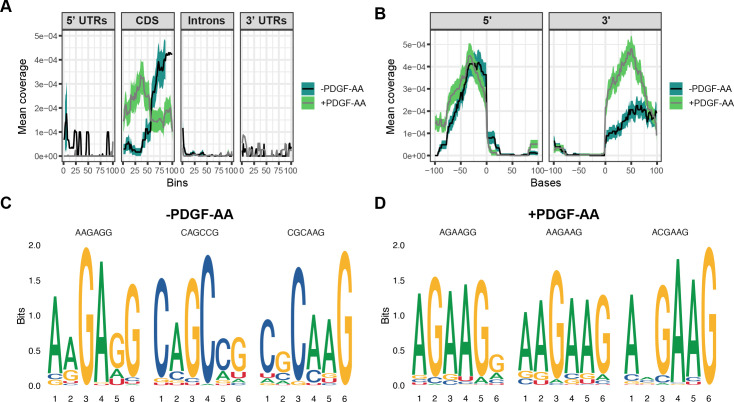
Srsf3 exhibits differential transcript binding upon PDGFRα signaling in the subset of transcripts from the high-confidence, overlapping datasets. (**A, B**) Mean coverage of enhanced UV-crosslinking and immunoprecipitation (eCLIP) peaks within the high-confidence, overlapping datasets across various transcript locations (**A**) and surrounding the 5’ and 3’ splice sites (**B**) in the absence or presence of PDGF-AA stimulation. (**C, D**) Top three motifs enriched in eCLIP peaks within the high-confidence, overlapping datasets in the absence (**C**) or presence (**D**) of PDGF-AA stimulation.

We next sought to identify high-confidence transcripts for which Srsf3 binding had an increased likelihood of contributing to AS. Previous studies revealed enrichment of functional RBP motifs near alternatively spliced exons (Yee et al., 2019). As such, we correlated the eCLIP peaks with AS events across all four treatment comparisons by identifying transcripts in which Srsf3 bound within an alternatively spliced exon or within 250 bp of the neighboring introns. In agreement with our findings above for the entire eCLIP dataset, Srsf3 exhibited differential binding in exons and surrounding the 5’ and 3’ splice sites upon PDGF-AA stimulation in these high-confidence, overlapping datasets (Figure 5—figure supplement 1A and B). We performed an unbiased motif enrichment analysis of Srsf3 peaks within the high-confidence, overlapping datasets, again revealing different motifs between ligand treatment conditions and an enrichment of GA-rich motifs in the +PDGF-AA samples (Figure 5—figure supplement 1C and D).

To determine whether transcripts that are differentially bound by Srsf3 and undergo differential AS downstream of PDGFRα signaling contribute to shared biological outputs, we conducted GO analysis of the 149 unique transcripts from the high-confidence, overlapping datasets. The most significant terms for biological process involved protein phosphorylation and deacetylation, and RNA metabolism (Figure 5B). Given that PI3K-mediated PDGFRα signaling is critical for craniofacial development and regulates AS in this context (Dennison et al., 2021; Fantauzzo and Soriano, 2014; Klinghoffer et al., 2002), we turned our focus toward GO terms associated with this signaling pathway. We noted enrichment of PI3K-related GO terms (Figure 5C), which encompassed the genes *Becn1, Wdr81,* and *Acap3* (Figure 5D). Related to their roles in PI3K signaling, each of these gene products has been shown to regulate membrane and/or endocytic trafficking. Phosphatidylinositol 3-phosphate (PI(3)P) is a critical component of early endosomes and is mainly generated by conversion of phosphatidylinositol (PI) by the class III PI3K complex, which includes Beclin-1 (encoded by *Becn1*) (Wallroth and Haucke, 2018). WDR81 and Beclin-1 have been shown to interact, resulting in decreased endosomal PI(3)P synthesis, PI(3)P turnover, and early endosome conversion to late endosomes (Liu et al., 2016). Importantly, this role of WDR81 contributes to RTK degradation (Rapiteanu et al., 2016). Finally, Acap3 is a GTPase-activating protein (GAP) for the small GTPase Arf6, converting Arf6 to an inactive, GDP-bound state (Miura et al., 2016). Arf6 localizes to the plasma membrane and endosomes, and has been shown to regulate endocytic membrane trafficking by increasing PI(4,5)P2 levels at the cell periphery (D’Souza-Schorey and Chavrier, 2006). Further, constitutive activation of Arf6 leads to upregulation of the gene encoding the p85 regulatory subunit of PI3K and increased activity of both PI3K and AKT (Yoo et al., 2019).

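The retained intron event in *Becn1* (ENSMUSG00000035086.15) spans chromosome 11 from 101184974 to 101185791 on the minus strand, including the exons on either side of the intron. It was significant in the paper's table for PDGF-AA stimulation of shSrsf3 cells, with a PSI of 0.77 ± 0.0199 (SD, n = 3) in the unstimulated and 0.947 ± 0.0457 in the stimulated samples (two-sided exact permutation test, p = 0.1, the smallest p that 3 replicates against 3 allow), from a mean of 173 and 90.3 reads per replicate. It was not among the events for scramble cells. Transcripts that hold the whole region are annotated as subject to nonsense-mediated decay or as retained introns, and the gene *Cntd1* overlaps part of the region on the opposite strand. *Becn1* RNA did not differ detectably upon PDGF-AA stimulation, with a log2 fold change of 0.05 in scramble cells (adjusted p = 0.524) and -0.0004 in shSrsf3 cells (adjusted p = 0.999 from edgeR's quasi-likelihood test), and it was lower in shSrsf3 than in scramble samples by -0.12 without and -0.17 with ligand (adjusted p = 0.0167 and 0.00229).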

Within our data, Srsf3 binding was increased in *Becn1* exon 7 upon PDGF-AA stimulation, at an enriched motif within the high-confidence, overlapping datasets, and we observed a corresponding increase in retention of adjacent intron 7 (Figure 5D and E). As *Becn1* intron 7 contains a premature termination codon (PTC), this event is predicted to result in nonsense-mediated decay (NMD) in the absence of Srsf3 (Figure 5E). 

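The skipped exon event in *Wdr81* (ENSMUSG00000045374.20) involves a 180 bp coding exon on chromosome 11 from 75335081 to 75335260 on the minus strand. It was significant in the paper's table for PDGF-AA stimulation of scramble cells, with a PSI of 0.954 ± 0.0321 (SD, n = 3) in the unstimulated and 0.832 ± 0.108 in the stimulated samples, from a mean of 153 and 127 reads per replicate. The replicates of the 2 conditions overlapped (two-sided exact permutation test, p = 0.2). *Wdr81* RNA was lower upon PDGF-AA stimulation of scramble cells by a log2 fold change of -0.30 (standard error 0.0560, adjusted p = 0.00764 from edgeR's quasi-likelihood test), under the 2-fold threshold.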

Srsf3 binding was also increased in *Wdr81* exon 8 in response to PDGF-AA treatment, and our analyses revealed a corresponding increase in excision of adjacent exon 9 (Figure 5D and E). Because *Wdr81* exon 9 encodes two WD-repeat domains, which are generally believed to form a β-propeller structure required for protein interactions (Li and Roberts, 2001), this AS event is predicted to result in a protein missing a functional domain (Figure 5E). These splicing patterns predict increased levels of Beclin-1 and decreased levels of functional Wdr81 in the presence of Srsf3 and PDGF-AA stimulation, resulting in augmented early endosome formation. Srsf3 binding was additionally increased in *Acap3* exon 19 upon PDGF-AA stimulation, at an enriched motif within the high-confidence, overlapping datasets, and we observed a corresponding increase in excision of adjacent intron 19 (Figure 5D and E). 

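The retained intron event in *Acap3* (ENSMUSG00000029033.18) spans chromosome 4 from 155987925 to 155988207 on the plus strand, including the exons on either side of the intron. Upon PDGF-AA stimulation of scramble cells, its PSI fell from 0.962 ± 0.0658 (SD, n = 3) to 0.838 ± 0.0990, from a mean of 34.3 and 52.0 reads per replicate (two-sided exact permutation test, p = 0.2). Between scramble and shSrsf3 samples with ligand, PSI was 0.942 ± 0.101 in the shSrsf3 samples (exact permutation p = 0.3). The replicates overlapped in both comparisons. *Acap3* RNA did not differ detectably upon stimulation, with a log2 fold change of 0.10 in scramble cells (adjusted p = 0.292 from edgeR's quasi-likelihood test), and was higher in shSrsf3 than in scramble samples by 0.38 without and 0.34 with ligand.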

As *Acap3* intron 19 contains a PTC, this event is predicted to result in more transcripts encoding full-length protein (Figure 5E).

Finally, as Wdr81 protein levels are predicted to regulate RTK trafficking between early and late endosomes, we confirmed the differential AS of *Wdr81* transcripts between unstimulated scramble cells and scramble cells treated with PDGF-AA ligand for 1 hr by qPCR using primers within constitutively expressed exons flanking alternatively spliced exon 9. This analysis revealed a decreased PSI for *Wdr81* in each of three biological replicates upon PDGF-AA ligand treatment (Figure 5F). Relatedly, we assessed the ratio of larger isoforms of Wdr81 protein (containing the WD3 domain) to smaller isoforms (missing the WD3 domain) via western blotting. Consistent with our RNA-seq and qPCR results, PDGF-AA stimulation for 24 hr in the presence of Srsf3 led to an increase in smaller Wdr81 protein isoforms (Figure 5G).

### Srsf3 regulates early endosome size and phosphorylation of Akt downstream of PDGFRα signaling

Given that Srsf3 differentially binds to transcripts that encode proteins involved in early endosomal trafficking downstream of PDGFRα signaling, we first examined the formation of Rab5-positive early endosomes (Zerial and McBride, 2001) in response to a time course of PDGF-AA ligand stimulation in scramble versus shSrsf3 cells. As expected, Rab5 puncta size increased from 0 min (9.79 × 10^–4^ ± 1.13 × 10^–4^ arbitrary units; mean ± s.e.m.) to 15 min of ligand stimulation (2.01 × 10^–3^ ± 7.20 × 10^–4^ arbitrary units) in scramble cells, and significantly so by 60 min (2.58 × 10^–3^ ± 9.20 × 10^–4^ arbitrary units) (Figure 6A, C–C”’, E–E”’ and G–G”’). However, this increase was not observed in the absence of Srsf3 (9.21 × 10^–4^ ± 1.61 × 10^–4^ arbitrary units at 60 min) (Figure 6A, D–D”’, F–F”’ and H–H”’), demonstrating that Srsf3-mediated PDGFRα signaling leads to enlarged early endosomes.

**Figure 6.**
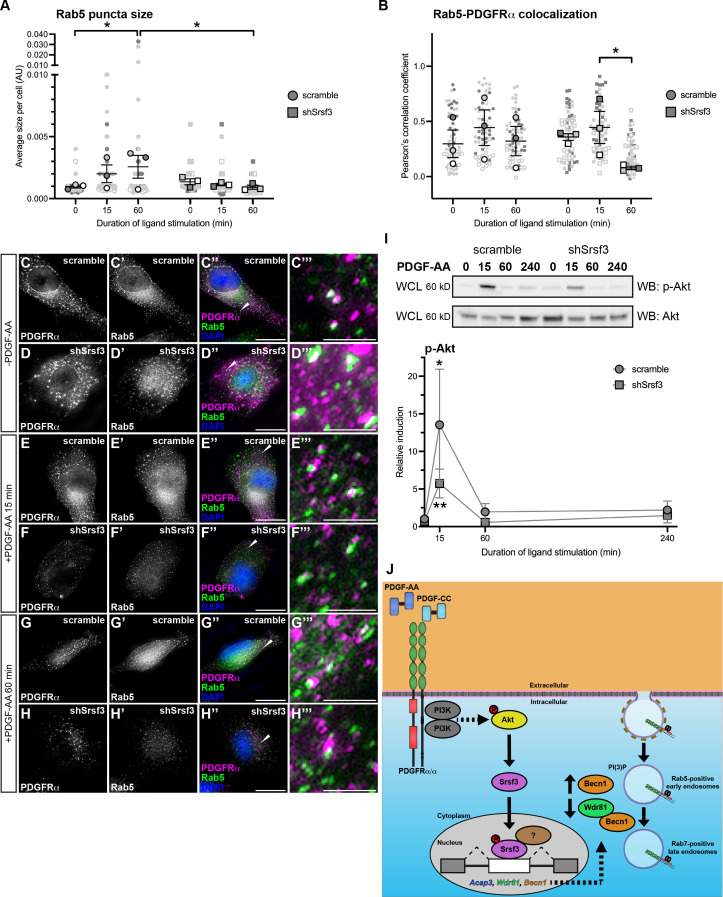
Srsf3 regulates early endosome size and phosphorylation of Akt downstream of PDGFRα signaling. (**A, B**) Scatter dot plots depicting average size of Rab5 puncta per cell (**A**) and Pearson’s correlation coefficient of signals from anti-Rab5 and anti-PDGFRα antibodies (**B**) in scramble and shSrsf3 cell lines in the absence or presence (15–60 min) of PDGF-AA stimulation. Data are mean ± s.e.m. *p<0.05 (two-way ANOVA followed by uncorrected Fisher’s LSD test). Shaded shapes correspond to independent experiments. Summary statistics from biological replicates consisting of independent experiments (large shapes) are superimposed on top of data from all cells; n = 20 technical replicates across each of three biological replicates. (**C–H”’**) PDGFRα antibody signal (white or magenta) and Rab5 antibody signal (white or green) as assessed by immunofluorescence analysis of scramble and shSrsf3 cells in the absence or presence (15–60 min) of PDGF-AA stimulation. Nuclei were stained with DAPI (blue). White arrows denote regions of colocalization, which are expanded in (C’’’–H’’’). Scale bars: 20 μm (**C–H’’**), 3 μm (**C’’’–H’’’**). (**I**) Western blot (WB) analysis of whole-cell lysates (WCL) from scramble (left) and shSrsf3 (right) cell lines following a time course of PDGF-AA stimulation from 15 min to 4 hr, with anti-phospho-(p)-Akt and anti-Akt antibodies. Line graph depicting quantification of band intensities from n = 4 biological replicates as above. Data are mean ± s.e.m. *p<0.05; **p<0.01 (two-tailed, ratio paired *t*-test within each cell line and a two-tailed, unpaired *t*-test with Welch’s correction between each cell line). (**J**) Model of experimental results in which PI3K/Akt-mediated PDGFRα signaling results in the nuclear translocation of Srsf3 and the subsequent AS of transcripts to decrease levels of proteins that promote PDGFRα trafficking out of early endosomes. Figure 6—source data 1.Phospho-Akt western blots. Figure 6—source data 2.Akt western blots. Figure 6—source data 3.Relative induction values of phospho-Akt.

We next examined colocalization of PDGFRα with Rab5, as an estimate of receptor levels in early endosomes. Colocalization levels increased from 0 min (0.332 ± 0.0832 Pearson’s correlation coefficient [PCC]; mean ± s.e.m.) to 15 min (0.429 ± 0.108 PCC) of PDGF-AA treatment in scramble cells, then decreased to near baseline levels by 60 min (0.348 ± 0.0885 PCC) (Figure 6B, C–C”’, E–E”’ and G–G”’) as a subset of PDGFRα homodimers are likely trafficked to late endosomes (Rogers et al., 2022). Strikingly, shSrsf3 cells exhibited a significant decrease in colocalization between PDGFRα and Rab5 by 60 min of ligand treatment (0.186 ± 0.0102 PCC) (Figure 6B, D–D”’, F–F”’ and H–H”’), indicating that Srsf3 activity downstream of PDGFRα signaling results in retention of PDGFRα in early endosomes.

Finally, we previously demonstrated that rapid internalization of PDGFRα homodimers following PDGF-AA ligand stimulation is critical for downstream AKT phosphorylation (Rogers et al., 2022). As such, we examined phospho-Akt levels as a readout of PDGFRα activation in early endosomes. While PDGF-AA treatment for 15 min induced a robust phospho-Akt response in scramble cells (13.5 ± 7.39 relative induction, mean ± s.e.m.) this response was muted in shSrsf3 cells at the same timepoint (5.73 ± 1.91) (Figure 6I). These findings further suggest that retention of PDGFRα in early endosomes leads to increases in downstream PI3K-mediated Akt signaling. Collectively, our data point to a feedback loop in which PI3K/Akt-mediated PDGFRα signaling results in the nuclear translocation of Srsf3 and the subsequent AS of transcripts to decrease levels of proteins that promote PDGFRα trafficking out of early endosomes (Figure 6J).

## Discussion

In this study, we confirmed our prior in vivo results in the mouse embryonic facial mesenchyme (Dennison et al., 2021) that PDGFRα signaling primary regulates gene expression via AS. PDGF-AA-dependent differential gene expression was minimal following 1 hr of ligand treatment and led to increased expression of immediate early genes *Klf10, Egf3,* and *Egr1*, consistent with previous findings (Vasudevan et al., 2015) and in line with the enriched GO terms of regulation of transcription and DNA binding. Alternatively, PDGF-AA-dependent alternatively spliced transcripts were enriched for protein kinase activity, consistent with our prior AS findings upon disruption of PI3K-mediated PDGFRα signaling in the palatal shelf mesenchyme (Dennison et al., 2021). Importantly, our results demonstrated a significant dependence on the RBP Srsf3 for AS downstream of PDGFRα activation. In fact, we found that 88% of Srsf3-dependent and 99% of PDGF-AA-dependent alternatively spliced transcripts were responsive to both Srsf3 activity and PDGFRα signaling. As discussed above, Srsf3 is phosphorylated downstream of multiple stimuli (Bavelloni et al., 2014; Dennison et al., 2021; Fantauzzo and Soriano, 2014; Long et al., 2019; Zhou et al., 2012), and it is likely that these additional inputs contributed to Srsf3-dependent AS that was non-responsive to PDGF-AA treatment. Further, our previous mass spectrometry screen identified 11 additional RBPs involved in AS that are phosphorylated by Akt downstream of PI3K-mediated PDGFRα signaling in primary MEPM cells (Fantauzzo and Soriano, 2014), which may account for the small fraction of PDGF-AA-dependent AS that was non-responsive to Srsf3 knockdown. However, our RNA-seq results together with the phenotypic overlap of embryos with neural crest-specific ablation of *Srsf3* and mutant mouse models of *Pdgfra* and/or its ligands (Andrae et al., 2016; Dennison et al., 2021; Ding et al., 2004; Fantauzzo and Soriano, 2014; Fredriksson et al., 2012; Klinghoffer et al., 2002; Soriano, 1997) make a compelling case for Srsf3 serving as a critical effector of PDGFRα signaling in the facial mesenchyme.

Here, we observed that Srsf3-dependent skipped exon events were enriched for transcripts with a +ΔPSI (exon skipped more often in shSrsf3 samples) in the absence of PDGF-AA stimulation, consistent with Srsf3 promoting exon inclusion. Alternatively, PDGF-AA ligand treatment led to an increase in the percentage of Srsf3-dependent transcripts with a -ΔPSI (exon included more often in shSrsf3 samples), suggesting that PDGFRα signaling causes decreased exon inclusion in the presence of Srsf3. Interestingly, a recent paper found that tethering Srsf3 downstream of the 5’ splice site or upstream of the 3’ splice site using MS2 stem loops did not lead to AS of a splicing reporter (Schmok et al., 2024). However, the assay did not test tethering within the exon and used a single minigene sequence context, and thus had the potential to lead to false negative results (Schmok et al., 2024). Whether phosphorylation of Srsf3 directly influences its binding to target RNAs or acts to modulate Srsf3 protein–protein interactions which then contribute to differential RNA binding remains to be determined, though findings from Schmok et al., 2024 may argue for the latter mechanism. Studies identifying proteins that differentially interact with Srsf3 in response to PDGF-AA ligand stimulation are ongoing and will shed light on these mechanisms.

This study represents the first endogenous CLIP analysis of Srsf3 in the absence of protein tagging, and thus circumvents potential limitations with prior approaches in which assayed RBPs were overexpressed and/or fused to another protein. Our eCLIP analyses revealed several changes in Srsf3 transcript binding downstream of PDGF-AA stimulation, including increased Srsf3 binding to exons and loss of Srsf3 binding to canonical CA-rich motifs. A previous CLIP study using a stably integrated SRSF3-EGFP transgene in mouse P19 cells determined that SRSF3 binding was enriched in exons, particularly within 100 nucleotides of the 5’ and, to a lesser extent, 3’ splice sites (Änkö et al., 2012), consistent with our results. This same study identified a CA-rich canonical SRSF3 motif (Änkö et al., 2012). While such motifs were identified here in the absence of PDGF-AA treatment, they were lost upon ligand stimulation. Again, this shift could be due to loss of RNA binding owing to electrostatic repulsion and/or changes in ribonucleoprotein composition and will be the subject of future studies.

Our findings additionally pointed to novel properties of exons whose inclusion is dependent on Srsf3 in the absence of PDGFRα signaling. We demonstrated that these included exons had a higher GC content, a lower ratio of downstream intron to exon GC content, and a decreased ratio of upstream and downstream intron to exon length. These findings are consistent with previous results demonstrating that included exons tend to have higher GC content than the flanking introns (Amit et al., 2012). Of note, PDGF-AA ligand stimulation resulted in binding of Srsf3 to exons with a lower GC content, again suggesting that phosphorylation of the RBP downstream of this signaling axis promotes exon skipping.

By cross-referencing our RNA-seq and eCLIP datasets, we showed that 24% of the alternatively spliced transcripts across our four treatment comparisons had an Srsf3 eCLIP peak. As Srsf3 also has functions in the cytoplasm, such as RNA trafficking, translation, and degradation (Howard and Sanford, 2015), the additional eCLIP peaks may reflect alternate roles for Srsf3 in RNA metabolism. Conversely, Srsf3-mediated AS may be delayed following transcript binding in the short timeframe of our experimental design. However, the extent of overlap that we observed is in line with previous studies correlating alternatively spliced transcripts upon knockdown of an RBP with endogenous eCLIP results for that same RBP, including Rbfox2 (10%) (Moss et al., 2023) and LUC7L2 (18–26%) (Jourdain et al., 2021). The degree to which our RNA-seq and eCLIP datasets overlapped here points to the robustness and biological significance of our findings.

Our combined analyses demonstrated that Srsf3 binds and mediates the AS of transcripts that encode proteins that regulate PI3K signaling and early endosomal trafficking downstream of PDGFRα activation, including *Becn1, Wdr81,* and *Acap3*. Homozygous missense mutations in *WDR81* cause cerebellar ataxia, impaired intellectual development, and dysequilibrium syndrome 2 (OMIM 610185) in humans (Gulsuner et al., 2011), with some patients exhibiting coarse facial features and strabismus (Garcias and Roth, 2007), pointing to a critical role for this gene product in craniofacial development. Consistently, we found that related GO terms, such as phosphatidylinositol phosphate binding and endosome to lysosome transport, were significantly enriched among alternatively spliced transcripts in murine embryonic facial mesenchyme upon loss of PI3K binding to PDGFRα and/or knockdown of *Srsf3* (Dennison et al., 2021). These data further confirm that our iMEPM model system served as a powerful platform to uncover mechanisms that are utilized during craniofacial development in vivo.

Our subsequent in vitro validation studies showed that Srsf3-mediated PDGFRα signaling results in enlarged early endosomes, retention of the receptor in these early endosomes, and increased downstream PI3K-mediated Akt signaling. Relatedly, we and others have linked spatial organization with the propagation of PDGFRα signaling, such that rapid internalization of the receptors into early endosomes or autophagy of the receptors are required for maximal phosphorylation of AKT downstream of PDGFRα activation (Rogers et al., 2022; Simpson et al., 2024). Together, these results indicate a feedback loop at play in the craniofacial mesenchyme in which stimulation of PDGFRα homodimer signaling leads to Srsf3-dependent AS of transcripts, a subsequent increase in the levels of proteins that maintain the receptor in early endosomes, and a corresponding decrease in the levels of proteins that promote trafficking of the receptor to late endosomes for eventual degradation. These findings thus represent a novel mechanism by which PDGFRα activity is maintained and propagated within the cell. Whether similar mechanisms exist downstream of alternate RTKs or contribute to increases in the phosphorylation of effector proteins other than Akt remain to be determined. In the future, it will be worthwhile to attempt to functionally link the AS of transcripts such as *Becn1, Wdr81,* and/or *Acap3* to the endosomal trafficking changes observed above using splice-switching antisense oligonucleotides (ASOs).

Taken together, our findings significantly enhance our understanding of the molecular mechanisms by which Srsf3 activity is regulated downstream of growth factor stimulation. Interestingly, a recent study demonstrated that retention of another shuttling SR protein, Srsf1, exclusively in the nucleus resulted in widespread ciliary defects in mice (Haward et al., 2021). This finding indicates that dissecting nuclear from cytoplasmic functions of SR proteins can provide powerful insight into the physiological relevance of each. Going forward, it will be critical to explore the in vivo consequences of abrogating Akt-mediated phosphorylation of Srsf3 and comparing the resulting phenotype to those of embryos with constitutive or conditional ablation of *Srsf3* in the neural crest lineage (Dennison et al., 2021; Jumaa et al., 1999). These experiments are ongoing and should shed considerable light on the roles of RBP post-translational modifications during development.

## Materials and methods

### Generation of scramble and *Srsf3* shRNA iMEPM cell lines

iMEPM cells were derived from a male *Cdkn2a^-/-^* embryo as previously described (Fantauzzo and Soriano, 2017). iMEPM cells were cultured in growth medium (Dulbecco’s modified Eagle’s medium [Gibco, Thermo Fisher Scientific, Waltham, MA] supplemented with 50 U/mL penicillin [Gibco], 50 μg/mL streptomycin [Gibco], and 2 mM L-glutamine [Gibco] containing 10% fetal bovine serum [FBS] [Hyclone Laboratories Inc, Logan, UT]) and grown at 37°C in 5% carbon dioxide. iMEPM cells were tested for mycoplasma contamination using the MycoAlert Mycoplasma Detection Kit (Lonza Group Ltd, Basel, Switzerland) and confirmed negative for mycoplasma contamination. Packaged lentiviruses containing pLV[shRNA]-EGFP:T2A:Puro-U6>Scramble_shRNA (vectorID: VB010000-0009mxc) with sequence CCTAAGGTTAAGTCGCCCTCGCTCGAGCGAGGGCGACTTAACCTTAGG or pLV[shRNA]-EGFP:T2A:Puro-U6>mSrsf3[shRNA#1] (vectorID: VB900060-7699yyh) with sequence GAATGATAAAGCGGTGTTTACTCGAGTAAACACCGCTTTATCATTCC were purchased from VectorBuilder (Chicago, IL). Medium containing lentivirus for a multiplicity of infection of 10 for 200,000 cells with the addition of 10 ug/mL polybrene was added to iMEPM cells for 16 hr, and cells were subsequently grown in the presence of 4 ug/mL puromycin for 10 days. Cells with the highest GFP expression (top 20%) were isolated on a Moflo XDP 100 cell sorter (Beckman Coulter Inc, Brea, CA) and expanded. Srsf3 expression in scramble and *Srsf3* shRNA cell lines was confirmed by western blotting. Once the stable cell lines were established, they were split at a ratio of 1:4 for maintenance. Scramble and *Srsf3* shRNA cells were used for experiments at passages 9–20.

### Immunoprecipitation and western blotting

To induce PDGFRα signaling, cells at ~70% confluence were serum starved for 24 hr in starvation medium (Dulbecco’s modified Eagle’s medium [Gibco] supplemented with 50 U/mL penicillin [Gibco], 50 μg/mL streptomycin [Gibco], and 2 mM L-glutamine [Gibco] containing 0.1% FBS [Hyclone Laboratories Inc.]) and stimulated with 10 ng/mL rat PDGF-AA ligand (R&D Systems, Minneapolis, MN) diluted from a 1.5 μg/mL working solution in 40 nM HCl containing 0.1% BSA for the indicated length of time. When applicable, UV-crosslinking was performed at 254 nm and 400 mJ/cm^2^ using a Vari-X-Link system (UVO3 Ltd, Cambridgeshire, UK). For immunoprecipitation of Srsf3, cells were resuspended in ice-cold CLIP lysis buffer (50 mM Tris-HCl pH 7.4, 100 mM NaCl, 1% NP-40, 0.1% SDS, 0.5% sodium deoxycholate, 1× cOmplete Mini protease inhibitor cocktail [Roche, MilliporeSigma, Burlington, MA], 1 mM PMSF, 10 mM NaF, 1 mM Na_3_VO_4_, 25 mM β-glycerophosphate). Cleared lysates were collected by centrifugation at 18,000 × *g* for 20 min at 4°C. Anti-Srsf3 antibody (10 μg/sample) (ab73891, Abcam, Waltham, MA) was added to protein A Dynabeads (125 μL/sample) (Invitrogen, Thermo Fisher Scientific) washed twice in ice-cold CLIP lysis buffer and incubated for 45 min at room temperature. Cell lysates were incubated with antibody-conjugated Dynabeads or Dynabeads M-280 sheep anti-rabbit IgG (Invitrogen, Thermo Fisher Scientific) washed twice in ice-cold CLIP lysis buffer overnight at 4°C. The following day, Dynabeads were washed twice each with ice-cold high salt wash buffer (50 mM Tris-HCl pH 7.4, 1 M NaCl, 1 mM EDTA, 1% NP-40, 0.1% SDS, 0.5% sodium deoxycholate) followed by ice-cold wash buffer (20 mM Tris-HCl pH 7.4, 10 mM MgCl_2_, 0.2% Tween-20). The precipitated proteins were eluted with 1× NuPAGE LDS buffer (Thermo Fisher Scientific) containing 100 mM dithiothreitol, heated for 10 min at 70°C, and separated by SDS-PAGE. For western blotting of whole-cell lysates, protein lysates were generated by resuspending cells in ice-cold NP-40 lysis buffer (20 mM Tris-HCl pH 8, 150 mM NaCl, 10% glycerol, 1% NP-40, 2 mM EDTA, 1× cOmplete Mini protease inhibitor cocktail [Roche], 1 mM PMSF, 10 mM NaF, 1 mM Na_3_VO_4_, 25 mM β-glycerophosphate) and collecting cleared lysates by centrifugation at 13,400 × *g* for 20 min at 4°C. Laemmli buffer containing 10% β-mercaptoethanol was added to the lysates, which were heated for 5 min at 100°C. Proteins were subsequently separated by SDS-PAGE. Western blot analysis was performed according to standard protocols using horseradish peroxidase-conjugated secondary antibodies. Blots were imaged using a ChemiDoc XRS+ (Bio-Rad Laboratories, Inc, Hercules, CA) or a ChemiDoc (Bio-Rad Laboratories, Inc). The following primary antibodies were used for western blotting: Srsf3 (1:1000, ab73891, Abcam), Gapdh (1:50,000, 60004-1-Ig, Proteintech Group, Inc, Rosemont, IL), Wdr81 (1:1000, 24874-1-AP, Proteintech Group, Inc), phospho-Akt (Ser473) (1:1000, 9271, Cell Signaling Technology, Inc, Danvers, MA), Akt (1:1000, 9272, Cell Signaling Technology, Inc), peroxidase AffiniPure goat anti-mouse IgG (H+L) (1:20,000, 115035003, Jackson ImmunoResearch Inc, West Grove, PA), peroxidase AffiniPure goat anti-rabbit IgG (H+L) (1:20,000, 111035003, Jackson ImmunoResearch Inc). Quantifications of signal intensity were performed with ImageJ software (version 1.53t, National Institutes of Health, Bethesda, MD). The relative ratio of Wdr81 isoforms was calculated as the fraction of the larger isoform divided by the fraction of the smaller isoform following normalization to Gapdh levels. Relative phospho-Akt levels were determined by normalizing to total Akt levels. When applicable, statistical analyses were performed with Prism 10 (GraphPad Software Inc, San Diego, CA) using a two-tailed, ratio paired *t*-test within each cell line and a two-tailed, unpaired *t*-test with Welch’s correction between each cell line. Immunoprecipitation and western blotting experiments were performed across at least three independent experiments.

### RNA-sequencing and related bioinformatics analyses

8 × 10^5^ cells obtained from each of three independent biological replicates per treatment were frozen on liquid nitrogen and stored at –80°C. Following thawing, total RNA was simultaneously isolated from all samples using the RNeasy Mini Kit (QIAGEN, Inc, Germantown, MD) according to the manufacturer’s instructions. RNA was forwarded to the University of Colorado Cancer Center Genomics Shared Resource for quality control, library preparation, and sequencing. RNA purity, quantity, and integrity were assessed with a NanoDrop (Thermo Fisher Scientific) and a 4200 TapeStation System (Agilent Technologies, Inc, Santa Clara, CA) prior to library preparation. Total RNA (200 ng) was used for input into the Universal Plus mRNA-Seq kit with NuQuant (Tecan Group Ltd., Männedorf, Switzerland). Dual index, stranded libraries were prepared and sequenced on a NovaSeq 6000 Sequencing System (Illumina, San Diego, CA) to an average depth of ~54 million read pairs (2 × 150 bp reads).

Raw sequencing reads were de-multiplexed using bcl2fastq (Illumina). Trimming, filtering, and adapter contamination removal were performed using BBDuk (from the BBmap v35.85 tool suite) (Bushnell, 2015). For differential expression analysis, transcript abundance was quantified using Salmon (v1.4.0) (Patro et al., 2017) and a decoy-aware transcriptome index prepared using GENCODE (Frankish et al., 2019) GRCm39 M26. Gene-level summaries were calculated using tximport (Soneson et al., 2015) in R and differential expression was measured using DESeq2 (v.1.32.0) (Love et al., 2014). Significant changes in gene-level expression are reported for cases with adjusted p≤0.05 and fold change |FC| ≥ 2. Spearman correlation was computed between conditions for differentially expressed genes. For alternative splicing analysis, raw FASTQ were trimmed to a uniform length of 125 bp. Reads were aligned to the mouse genome (GRCm39 Gencode M26) using STAR (v.2.7.9a) (Dobin et al., 2013). Additional parameters for STAR: --outFilterType BySJout --outFilterMismatchNmax 10 --outFilterMismatchNoverLmax 0.04 --alignEndsType EndToEnd --runThreadN 16 --alignSJDBoverhangMin 4 --alignIntronMax 300000 --alignSJoverhangMin 8 --alignIntronMin 20. All splice junctions detected in at least one read from the first-pass alignment were used in a second-pass alignment, per software documentation. Alternative splicing events were detected using rMATS (v4.0.2, default parameters plus ‘—cstat 0.0001’) (Shen et al., 2014). Reads mapping to the splice junction as well as those mapping to the exon body were used in downstream analyses. Detected events were compared between treatment groups and considered significant with false discovery rate (FDR) ≤ 0.05, a difference in percent spliced in (|ΔPSI|) ≥ 0.05, and event detection in at least 10 reads in either condition. Raw read pairs, trimmed read pairs for Salmon input, Salmon mapping rate per sample, trimmed read pairs (125 bp) for STAR input, and STAR unique mapping rate are indicated below. 

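The total of the deposited expected counts in each sample was compared with these rates. Scramble -PDGF-AA replicates 1 and 2 and scramble +PDGF-AA replicate 2, whose Salmon mapping rates are below those of the other samples, also stood apart in their counts. Across 12262 genes with a mean count of at least 50, the chi-square per gene between replicates, where sampling noise alone gives about 1, was 5.87 between scramble -PDGF-AA replicates 1 and 2, but 29.6 and 39.4 between these and replicate 3. Among the scramble +PDGF-AA samples, it was 8.07 between replicates 1 and 3, but 28.2 and 19.6 between these and replicate 2. Among the shSrsf3 samples, it was between 4.51 and 9.99. A term for a mapping rate under 90% in the model had an adjusted p of 0.05 or less (edgeR's quasi-likelihood test) for 1737 of the tested genes, of which 35 were at least 2-fold higher and 26 at least 2-fold lower in the 3 samples. Both ligand conditions of the scramble line hold samples on either side of 90%, while all 6 shSrsf3 samples are above it.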

Gene ontology analysis was performed with various libraries from the Enrichr gene list enrichment analysis tool (Chen et al., 2013; Kuleshov et al., 2016) and terms with p<0.05 were considered significant.

**Table:** 

Sample	Raw read pairs	Trimmed read pairs for Salmon input	Salmon mapping rate	Trimmed read pairs (125 bp) for STAR input	STAR unique mapping rate
-PDGF-AA scramble_1	47181591	44410442	0.89055	36343779	0.8773
-PDGF-AA scramble_2	54612492	50500367	0.878847	39971864	0.8681
-PDGF-AA scramble_3	69353787	65529075	0.912399	48327896	0.9022
-PDGF-AA shSrsf3_1	91657568	84086217	0.913324	61269254	0.9035
-PDGF-AA shSrsf3_2	77309551	71220292	0.91638	49390634	0.9013
-PDGF-AA shSrsf3_3	42645900	41078549	0.910338	28737018	0.9054
+PDGF-AA scramble_1	71080979	66836059	0.916828	48116755	0.9027
+PDGF-AA scramble_2	69667521	64974624	0.890505	47762451	0.884
+PDGF-AA scramble_3	78680108	72721916	0.911689	52936280	0.9008
+PDGF-AA shSrsf3_1	42776470	41165756	0.914797	28076373	0.9019
+PDGF-AA shSrsf3_2	37944773	35759828	0.908637	23528077	0.8987
+PDGF-AA shSrsf3_3	36391090	34257983	0.911463	26455873	0.8995

### qPCR

Total RNA was isolated using the RNeasy mini kit (QIAGEN) according to the manufacturer’s instructions. First-strand cDNA was synthesized using a ratio of 2:1 random primers:oligo (dT)_12-18_ primer and SuperScript II RT (Invitrogen, Thermo Fisher Scientific) according to the manufacturer’s instructions. All reactions were performed with 1× ThermoPol buffer [0.02 M Tris pH 8.8, 0.01 M KCl, 0.01 M (NH_4_)_2_SO_4_, 2 mM MgSO_4_, and 0.1% Triton X-100], 200 μM dNTPs, 200 nM primers (Integrated DNA Technologies, Inc, Coralville, IA), 0.6 U Taq polymerase, and 1 μg cDNA in a 25 μL reaction volume. The primers used are indicated below. The following PCR protocol was used for *Arhgap12*: step 1, 3 min at 94°C; step 2, 30 s at 94°C; step 3, 30 s at 47°C; step 4, 30 s at 72°C; repeat steps 2–4 for 34 cycles; and step 5, 5 min at 72°C. The following PCR protocol was used for *Cep55*: step 1, 3 min at 94°C; step 2, 30 s at 94°C; step 3, 30 s at 48°C; step 4, 30 s at 72°C; repeat steps 2–4 for 34 cycles; and step 5, 5 min at 72°C. Two-thirds of total PCR products were electrophoresed on a 2% agarose/TBE gel containing ethidium bromide and photographed on an Aplegen Omega Fluor Gel Documentation System (Aplegen Inc, Pleasanton, CA). Quantifications of band intensity were performed with ImageJ software (version 1.53t, National Institutes of Health). The following PCR protocol was used for *Wdr81*: step 1, 3 min at 94°C; step 2, 30 s at 94°C; step 3, 30 s at 50°C; step 4, 30 s at 72°C; repeat steps 2–4 for 24 cycles; and step 5, 2 min at 72°C. PCR products were purified with AMPure XP Reagent (Beckman Coulter) and analyzed on a 4150 TapeStation System (Agilent Technologies, Inc) using High Sensitivity D1000 ScreenTape (Agilent Technologies, Inc). The PSI was calculated independently for each sample as the percentage of the larger isoform divided by the total abundance of all isoforms within the given gel lane or TapeStation sample. Statistical analyses were performed with Prism 10 (GraphPad Software) using a two-tailed, unpaired *t*-test with Welch’s correction. qPCR reactions were performed using three biological replicates.

**Table:** 

Transcript	Forward primer (5’ to 3’)	Reverse primer (5’ to 3’)
*Arhgap12*	GGAGACATAGCACCATTGTG	GCACTGCCCAAGAAGACAAC
*Cep55*	CCTTTCGGCTCCTTTGAACT	GCAGTGTCTGACTTGGAGCT
*Wdr81*	GCTTTGTGGACTGCAGGAAG	GCAGGGAACAGACACCAATC

### Enhanced UV-crosslinking and immunoprecipitation and related bioinformatics analyses

Experiments were performed as previously described in biological duplicates (Van Nostrand et al., 2017; Van Nostrand et al., 2016). Briefly, 2 million cells per treatment were serum starved and treated with 10 ng/mL PDGF-AA as described above. Cells were subsequently UV-crosslinked at 254 nm and 400 mJ/cm^2^, scraped in 1× phosphate-buffered saline (PBS), and transferred to 1.5 mL Eppendorf tubes, at which point excess PBS was removed and cells were frozen on liquid nitrogen and stored at –80°C. Following thawing, cells were lysed in ice-cold CLIP lysis buffer, sonicated by BioRuptor (Diagenode, Denville, NJ) and treated with RNase I (Invitrogen, Thermo Fisher Scientific). Two percent of lysates were set aside as size-matched input samples. Srsf3-RNA complexes were immunoprecipitated with anti-Srsf3 antibody (10 μg per sample) (ab73891, Abcam) conjugated to protein A Dynabeads (Invitrogen, Thermo Fisher Scientific). IP samples were washed and dephosphorylated with FastAP (Thermo Fisher Scientific) and T4 PNK (New England Biolabs, Ipswich, MA). IP samples underwent on-bead ligation of barcoded RNA adapters (/5phos/rArGrArUrCrGrGrArArGrArGrCrGrUrCrGrUrG/3SpC3/) to the 3’ end using T4 RNA ligase (New England Biolabs). Following elution, protein-RNA complexes were run on 4–12% Bis-Tris 1.5 mm gels (Thermo Fisher Scientific) and transferred onto nitrocellulose membranes. The 20–75 kDa region was excised and digested with proteinase K (New England Biolabs). RNA was isolated with acid phenol/chloroform/isoamyl alcohol (pH 6.5) (Thermo Fisher Scientific), reverse transcribed with Superscript IV RT (Invitrogen, Thermo Fisher Scientific), and treated with ExoSAP-IT (Applied Biosystems, Thermo Fisher Scientific) to remove excess primers and unincorporated nucleotides. Samples underwent 3’ ligation of barcoded DNA adapters (/5Phos/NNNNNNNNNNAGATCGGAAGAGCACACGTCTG/3SpC3/), clean-up with Dynabeads MyOne Silane (Invitrogen, Thermo Fisher Scientific), and qPCR to determine the appropriate number of PCR cycles. Libraries were then amplified with Q5 PCR mix (New England Biolabs) for a total of 16–25 cycles. Libraries were forwarded to the University of Colorado Cancer Center Genomics Shared Resource for quality control and sequencing. Sample integrity was assessed with a D1000 ScreenTape System (Agilent Technologies, Inc) and sequenced on a NovaSeq 6000 Sequencing System (Illumina) to an average depth of ~20 million read pairs (2 × 150 bp reads).

Raw sequencing reads were de-multiplexed using bcl2fastq (Illumina). Adapters were trimmed using cutadapt (v.1.18) (Martin, 2011). Trimmed reads were quality filtered and collapsed using a combination of FASTX-Toolkit (RRID:SCR_005534, v.0.0.14, http://hannonlab.cshl.edu/fastx_toolkit), seqtk (RRID:SCR_018927, v.1.3-r106, https://github.com/lh3/seqtk; Li, 2018), and custom scripts. After collapsing the reads, unique molecular identifiers were removed using seqtk. STAR index for repetitive elements was created using repetitive sequences from msRepDB (Liao et al., 2022). Reads ≥18 nt were mapped to the repetitive elements using STAR (v.2.7.9a) (Dobin et al., 2013). Reads unmapped to the repetitive elements were mapped to the mouse genome (GRCm39 Gencode M26) using STAR (v.2.7.9a) with parameters alignEndsType: EndtoEnd and outFilterMismatchNoverReadLmax: 0.04. Peaks were called using omniCLIP (v.0.20) (Drewe-Boss et al., 2018) with the foreground penalty (--fg_pen) parameter set to 5. Peaks were annotated and motif analyses performed using RCAS (v.1.19.0) (Uyar et al., 2017) and custom R script. Motif enrichment significance was calculated using a *t-*test. For visualization purposes, bigWig files were created from bam files using deepTools (v.3.5.5) (Ramírez et al., 2016). Peaks were visualized in Integrative Genomics Viewer (v.2.13.0) (Robinson et al., 2011). Intron and exon features were calculated using Matt (v.1.3.1) (Gohr and Irimia, 2019), and statistical analyses were performed using a Mann–Whitney *U*-test. For overlap of eCLIP peaks and alternative splicing events, peak coordinates were taken from omniCLIP bed files and alternative splicing coordinates were taken from rMATS output. Overlapping coordinates from alternative splicing events were defined following the rMAPS default values (Park et al., 2016). Overlap was calculated using valr (v.0.6.4) (Riemondy et al., 2017) and custom R scripts. Raw read pairs, trimmed read pairs, collapsed reads, reads after removing repetitive elements, mapped reads, peaks, and annotated peaks are indicated below. Gene ontology analysis was performed with various libraries from the Enrichr gene list enrichment analysis tool (Chen et al., 2013; Kuleshov et al., 2016) and terms with p<0.05 were considered significant.

**Table:** 

Sample	Raw read pairs	Trimmed read pairs	Collapsed reads	Reads after removing repetitive elements	Mapped reads	Peaks	Annotated peaks
-PDGF-AA size-matched input	34303575	22904092	13449745	13358235	17206	6969	6607
-PDGF-AA replicate 1	22983544	18369023	2758371	2758371	440436		
-PDGF-AA replicate 2	15666256	12263540	2742638	2065674	388996		
+PDGF-AA size-matched input	52420337	37454316	13811675	13643948	24275	9075	8623
+PDGF-AA	30105052	23355466	3417325	2845801	872085		

### Immunofluorescence analysis

Cells were seeded onto glass coverslips at ~40% confluence per 24-well plate well in iMEPM growth medium. After 24 hr, cells were serum starved and treated with 10 ng/mL PDGF-AA as described above. Cells were fixed in 4% paraformaldehyde (PFA) in PBS with 0.1% Triton X-100 for 10 min and washed in PBS. Cells were blocked for 1 hr in 5% normal donkey serum (Jackson ImmunoResearch Inc) in PBS and incubated overnight at 4°C in primary antibody diluted in 1% normal donkey serum in PBS. After washing in PBS, cells were incubated in donkey anti-rabbit IgG (H+L) highly cross-absorbed secondary antibody, Alexa Fluor 488 (1:1000; A21206; Invitrogen) or donkey anti-mouse IgG (H+L) highly cross-absorbed secondary antibody, Alexa Fluor 546 (1:1000; A10036; Invitrogen) diluted in 1% normal donkey serum in PBS with 2 μg/mL DAPI (Sigma-Aldrich, St. Louis, MO) for 1 hr. Cells were mounted in VECTASHIELD HardSet Antifade Mounting Medium (Vector Laboratories, Inc, Burlingame, CA) and photographed using an Axiocam 506 mono digital camera (Carl Zeiss Microscopy LLC, White Plains, NY) fitted onto an Axio Observer 7 fluorescence microscope (Carl Zeiss Microscopy LLC) with the ×63 oil objective with a numerical aperture of 1.4 at room temperature. The following antibodies were used for immunofluorescence analysis: Rab5 (1:200, C8B1, 3547, Cell Signaling Technology Inc), PDGFRα (1:20, AF1062, R&D Systems). For assessment of Rab5 puncta size and colocalization experiments, three independent trials, or biological replicates, were performed. For each biological replicate, 20 technical replicates consisting of individual cells were imaged with Z-stacks (0.24 μm between Z-stacks with a range of 1–6 Z-stacks) per timepoint. Images were deconvoluted using ZEN Blue software (Carl Zeiss Microscopy LLC) using the ‘Better, fast (Regularized Inverse Filter)’ setting. Extended depth of focus was applied to Z-stacks using ZEN Blue software (Carl Zeiss Microscopy LLC) to generate images with the maximum depth of field. For assessment of Rab5 puncta size, images were converted to 8-bit using Fiji software (version 2.14.0/1.54f). Images were subsequently converted to a mask and watershed separation was applied. A region of interest (ROI) was drawn around each Rab5-positive cell and particles were analyzed per cell using the ‘analyze particles’ function. For colocalization measurements, an ROI was drawn around each PDGFRα-positive cell in the corresponding Cy3 channel using Fiji. For each image with a given ROI, the Cy3 channel and the EGFP channel were converted to 8-bit images. Colocalization was measured using the Colocalization Threshold function, where the rcoloc value (PCC) was used in statistical analysis. Statistical analyses were performed on the average values from each biological replicate with Prism 10 (GraphPad Software Inc) using a two-way ANOVA followed by uncorrected Fisher’s LSD test.

## Data Availability

All data generated or analyzed during this study are included in the manuscript and supporting files; source data files have been provided for Figures 1—6. The eCLIP and RNA-sequencing datasets generated during this study have been deposited in GEO under SuperSeries accession number GSE263170. Custom analysis scripts are available through GitHub, copy archived at Sajek and Larson, 2024. Scramble iMEPM and *Srsf3* shRNA iMEPM cell lines are available upon request from Dr. Fantauzzo. The following dataset was generated: FormanTE SajekMP LarsonED MukherjeeN FantauzzoKA 2024PDGFRa signaling regulates Srsf3 transcript binding to affect PI3K signaling and endosomal traffickingNCBI Gene Expression OmnibusGSE26317010.7554/eLife.98531PMC1161699639630148

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Cell line (*Mus musculus*, male)	iMEPM	Fantauzzo and Soriano, 2017		
Cell line (*M. musculus*)	Scramble iMEPM	This paper		Cell line maintained in K. Fantauzzo lab
Cell line (*M. musculus*)	*Srsf3* shRNA iMEPM	This paper		Cell line maintained in K. Fantauzzo lab
Antibody	Srsf3 (rabbit polyclonal)	Abcam	Abcam:ab73891	IP (10 μg/sample), WB (1:1000)
Antibody	Gapdh (mouse monoclonal)	Proteintech Group, Inc	Proteintech:60004-1-Ig	WB (1:50,000)
Antibody	Wdr81 (rabbit polyclonal)	Proteintech Group, Inc	Proteintech:24874-1-AP	WB (1:1000)
Antibody	Phospho-Akt (rabbit polyclonal)	Cell Signaling Technology	Cell Signaling Technology:9271S	WB (1:1000)
Antibody	Akt (rabbit polyclonal)	Cell Signaling Technology	Cell Signaling Technology:9272S	WB (1:1000)
Antibody	Peroxidase AffiniPure Goat Anti-Mouse IgG (H+L) (goat polyclonal)	Jackson ImmunoResearch Inc	Jackson ImmunoResearch:115-035-003	WB (1:20,000)
Antibody	Peroxidase AffiniPure Goat Anti-Rabbit IgG (H+L) (goat polyclonal)	Jackson ImmunoResearch Inc	Jackson ImmunoResearch:111-035-003	WB (1:20,000)
Antibody	Rab5 (rabbit monoclonal)	Cell Signaling Technology	Cell Signaling Technology:3547S	IF (1:200)
Antibody	PDGFRα (mouse polyclonal)	R&D Systems	R&D Systems:AF1062	IF (1:20)
Antibody	Donkey anti-Rabbit IgG (H+L) Highly Cross-Absorbed Secondary Antibody, Alexa Fluor 488 (donkey polyclonal)	Invitrogen	Invitrogen:A21206	IF (1:1000)
Antibody	Donkey anti-Mouse IgG (H+L) Highly Cross-Absorbed Secondary Antibody, Alexa Fluor 546 (donkey polyclonal)	Invitrogen	Invitrogen:A10036	IF (1:1000)
Recombinant DNA reagent	pLV[shRNA]-EGFP:T2A:Puro-U6>Scramble_shRNA	VectorBuilder	Vector Builder:VB010000-0009mxc	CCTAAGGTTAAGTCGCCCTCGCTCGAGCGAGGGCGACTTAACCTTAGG
Recombinant DNA reagent	pLV[shRNA]-EGFP:T2A:Puro-U6>mSrsf3[shRNA#1]	VectorBuilder	Vector Builder:VB90060-7699yyh	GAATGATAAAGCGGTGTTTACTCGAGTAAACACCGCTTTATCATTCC
Sequence-based reagent	Random primers	Invitrogen	Invitrogen:48190011	
Sequence-based reagent	oligo (dT)_12-18_ primer	Invitrogen	Invitrogen:18418012	
Sequence-based reagent	*Arhgap12*_F	This paper	PCR primer	GGAGACATAGCACCATTGTG
Sequence-based reagent	*Arhgap12*_R	This paper	PCR primer	GCACTGCCCAAGAAGACAAC
Sequence-based reagent	*Cep55*_F	This paper	PCR primer	CCTTTCGGCTCCTTTGAACT
Sequence-based reagent	*Cep55*_R	This paper	PCR primer	GCAGTGTCTGACTTGGAGCT
Sequence-based reagent	*Wdr81*_F	This paper	PCR primer	GCTTTGTGGACTGCAGGAAG
Sequence-based reagent	*Wdr81*_R	This paper	PCR primer	GCAGGGAACAGACACCAAT
Sequence-based reagent	RiL19	This paper	Barcoded RNA adapters	/5phos/rArGrArUrCrGrGrArArGrArGrCrGrUrCrGrUrG/3SpC3/
Sequence-based reagent	Rand103Tr3	This paper	Barcoded DNA adapters	/5Phos/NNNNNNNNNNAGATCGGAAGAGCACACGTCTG/3SpC3/
Peptide, recombinant protein	PDGF-AA	R&D Systems	R&D:1055AA050	10 ng/mL
Peptide, recombinant protein	Protein A Dynabeads	Invitrogen	Invitrogen:10002D	IP (125 μL/sample)
Peptide, recombinant protein	Dynabeads M-280 sheep anti-rabbit IgG	Invitrogen	Invitrogen:11203D	IP (125 μL/sample)
Peptide, recombinant protein	SuperScript II RT	Invitrogen	Invitrogen:18064014	
Peptide, recombinant protein	RNase I	Invitrogen	Invitrogen:AM2294	
Peptide, recombinant protein	FastAP	Thermo Fisher Scientific	Thermo Fisher Scientific:EF0654	
Peptide, recombinant protein	T4 PNK	New England Biolabs	New England Biolabs:M0201S	
Peptide, recombinant protein	T4 RNA ligase	New England Biolabs	New England Biolabs:M0437M	
Peptide, recombinant protein	Proteinase K	New England Biolabs	New England Biolabs:P8107S	
Peptide, recombinant protein	SuperScript IV	Invitrogen	Invitrogen:18090010	
Chemical compound, drug	DAPI	Sigma-Aldrich	Sigma-Aldrich:D9542-10MG	2 μg/mL
Commercial assay or kit	MycoAlert Mycoplasma Detection Kit	Lonza Group Ltd	Lonza:LT07-218	
Commercial assay or kit	RNeasy Mini Kit	QIAGEN, Inc	QIAGEN:74104	
Commercial assay or kit	Universal Plus mRNA-Seq kit with NuQuant	Tecan Group Ltd	Tecan Group:0361-A01	
Commercial assay or kit	AMPure XP Reagent	Beckman Coulter	Beckman Coulter:A63880	
Commercial assay or kit	ExoSAP-IT	Applied Biosystems	Applied Biosystems:78200.200.UL	
Commercial assay or kit	Dynabeads MyOne Silane	Invitrogen	Invitrogen:37002D	
Commercial assay or kit	Q5 PCR mix	New England Biolabs	New England Biolabs:M0492S	
Software, algorithm	ImageJ	NIH	RRID:SCR_003070	
Software, algorithm	Prism 10	GraphPad Software Inc.	RRID:SCR_000306	
Software, algorithm	bcl2fastq	Illumina	RRID:SCR_015058	
Software, algorithm	BBDuk	https://sourceforge.net/projects/bbmap/		
Software, algorithm	Salmon	Patro et al., 2017		
Software, algorithm	GENCODE	Frankish et al., 2019		
Software, algorithm	tximport	Soneson et al., 2015		
Software, algorithm	DESeq2	Love et al., 2014		
Software, algorithm	STAR	Dobin et al., 2013		
Software, algorithm	rMATS	Shen et al., 2014		
Software, algorithm	Enrichr	Chen et al., 2013; Kuleshov et al., 2016		
Software, algorithm	cutadapt	Martin, 2011		
Software, algorithm	FASTX-Toolkit	http://hannonlab.cshl.edu/fastx_toolkit		
Software, algorithm	seqtk	https://github.com/lh3/seqtk; Li, 2018		
Software, algorithm	msRepDB	Liao et al., 2022		
Software, algorithm	omniCLIP	Drewe-Boss et al., 2018		
Software, algorithm	RCAS	Uyar et al., 2017		
Software, algorithm	deepTools	Ramírez et al., 2016		
Software, algorithm	Integrative Genomics Viewer	Robinson et al., 2011		
Software, algorithm	Matt	Gohr and Irimia, 2019		
Software, algorithm	rMAPS	Park et al., 2016		
Software, algorithm	valr	Riemondy et al., 2017		
Software, algorithm	ZEN Blue	Carl Zeiss Microscopy LLC	RRID:SCR_013672	
Other	Normal donkey serum	Jackson ImmunoResearch Inc	Jackson ImmunoResearch:017-000-121	
Other	VECTASHIELD HardSet Antifade Mounting Medium	Vector Laboratories, Inc	Vector Laboratories:H-1400–10

# Supplementary material for: PDGFRα signaling regulates Srsf3 transcript binding to affect PI3K signaling and endosomal trafficking
**Source:** eLife. 2024 Dec 4;13:RP98531. doi: 10.7554/eLife.98531
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Data Availability |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and Methods; Key Resources Table |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Materials and Methods; Key Resources Table |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods; Key Resources Table |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Materials and Methods |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Materials and Methods; Figure Legends |  |
| Define whether data describe technical or biological replicates. | Materials and Methods; Figure Legends |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and Methods; Figure Legends |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data Availability |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Data Availability |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Data Availability |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

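RNA-seq was performed by the authors on iMEPM cells that stably express a scramble shRNA or an shRNA targeting *Srsf3*, left unstimulated or treated with 10 ng/mL PDGF-AA for 1 hr, with 3 biological replicates in each of the 4 conditions. The 12 samples were assigned to conditions and replicates by their labels. The authors trimmed the reads with BBDuk, quantified transcripts with Salmon (v1.4.0) against GENCODE M26 on GRCm39, and summed the transcripts of each gene symbol with tximport. The unit of the deposited table is the expected count, an estimated number of read pairs per gene, without scaling to library size. The version of tximport and the way in which it scaled counts are not named in the paper's text. Each sample has 1 column, no column was left out, and 16.3% of the deposited expected counts were not whole numbers. The column totals were between 30958870 and 76123207, and 24329 of the 51490 genes had no count in any sample.

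For gene expression, the expected counts were rounded to whole numbers, filtered with filterByExpr in edgeR 4.0.16 (minimum count 10, 4 groups), and normalized by the trimmed mean of M-values method. CPM values are counts scaled to a common library size with these factors. The quasi-likelihood test of edgeR with its default settings was applied to 15037 genes in 1 model with a mean for each condition and all 12 samples. DE genes had a Benjamini-Hochberg adjusted p of 0.05 or less and a log2 fold change of at least 1 in either direction. The interaction, the difference between the effects of the ligand in shSrsf3 and scramble cells, was called at an adjusted p of 0.05 or less without a fold change minimum. The standard error of a log2 fold change was derived from its size and its F statistic. The smallest p of an exact permutation test with 3 samples against 3 is 0.1, so that such tests cannot reach 0.05. Where all samples of a condition had a count of 0, a fold change was given as a lower bound against 3 counts per library. Intervals and such bounds cover counting error only. DESeq2 1.42.0, limma 3.58.1, R 4.3.3, Python 3.11, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, and matplotlib 3.10.9 were also used. Gene positions, transcript types, and transcript sequences were taken from GENCODE M39 on GRCm39, a later annotation of the same build than the one used by the authors, by gene symbol. Each gene's transcripts were divided into all sequences of 31 bases, and the share of these that also occurs in transcripts of another gene was taken as a measure of how far reads could be split between copies. A sequence and its reverse complement were counted as the same, so an overlap with an antisense gene counts as shared although the libraries are stranded.

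Gene lists were tested with camera (a preset correlation of 0.01 between genes) and fry. The lists were immediate early genes, cadherins and protocadherins, Wnt signaling, osteoblast differentiation, interferon response, the SR family, the PDGF pathway, and 4 genes of chromosome Y. The SR family list (13 genes, n = 12 samples in the model) had a mean log2 fold change of -0.07 and -0.06 between scramble and shSrsf3 samples without and with ligand (camera p = 0.625 and 0.342, fry p = 0.0345 and 0.00258) and of 0.08 and 0.09 upon stimulation in scramble and shSrsf3 cells (camera p = 0.00980 and 0.0402, fry p = 0.00192 and 0.0228). The PDGF pathway list (14 genes, n = 12) had a mean of -0.07 and -0.06 between scramble and shSrsf3 samples (camera p = 0.965 in both) and of -0.03 and -0.02 upon stimulation (camera p = 0.359 and 0.368). *Pdgfra*, a member of this list that the paper names, was lower in shSrsf3 samples, with 73.9 ± 6.24 CPM in scramble and 51.35 ± 2.045 CPM in shSrsf3 samples without ligand (SD, n = 3; log2 fold change -0.53, adjusted p = 5.33e-06 from edgeR's test) and 59.9 ± 0.770 and 46.6 ± 2.00 CPM with ligand (-0.36, adjusted p = 1.85e-04 from edgeR's test), changes under the fold change minimum. Upon stimulation it changed by -0.30 in scramble (adjusted p = 0.00764 from edgeR's test) and -0.14 in shSrsf3 cells (adjusted p = 0.445 from edgeR's test). Adjusted over the list alone, 9 and 2 of the 13 SR family genes and 12 and 9 of the 14 PDGF pathway genes differed between scramble and shSrsf3 samples without and with ligand, against 7 and 2 and 11 and 9 when adjusted over all genes. For the interferon response list (33 genes, n = 12) upon stimulation of shSrsf3 cells, with a mean of -0.15, camera had p = 0.0363 and fry p = 0.222. The median log2 fold change of each chromosome was compared with 10000 random gene lists of the same size, and the effect of a 7-base site of the shRNA guide in 3’ UTRs was ranked among all 16384 such sites. For the sites, log2 fold changes were first adjusted by regression for the log length and the GC content of the 3’ UTR. The rank used the mean difference between genes with and without the site, divided by its standard error.

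For AS, the authors aligned reads with STAR, counted reads per event with rMATS, and published complete tables of the significant events for the 4 comparisons. The deposited counts do not hold reads per exon. From the inclusion and skipping counts that the authors tabulated per replicate, PSI (percent spliced in, given as a fraction) was recomputed, events were recounted and matched between comparisons by type, strand, and exon coordinates, and the features of skipped exons were computed from the GRCm39 sequence. Permutation tests of exon features used 100000 resamples. The paper's tables of DE genes in scramble and shSrsf3 cells upon stimulation and of genes unique to 1 comparison were also read. The tables of Srsf3-dependent DE genes held 1 gene fewer than the paper states for each comparison, so no overlap with them was computed.

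The tests were checked on simulated data. Counts were drawn from the means and library sizes of these samples with 200 genes changed 3-fold, and edgeR's test recovered 89.5% and 83.5% of these genes in the Srsf3 comparisons without and with ligand, 93.0% and 86.5% in the PDGF-AA comparisons in scramble and shSrsf3 cells, and 85.5% for the interaction, with 3, 5, 1, 2, and 9 false calls, respectively. DESeq2 recovered 88.5%, 85.0%, 92.0%, 86.5%, and 85.5%, with 2, 6, 2, 4, and 22 false calls. A list of genes raised by 0.50 (log2) was recovered at 0.51. A planted shift of a chromosome by 0.50 was recovered as 0.45, and 2 chromosomes, the planted one included, were then outside the range of the random lists, so that this range calls too many chromosomes.

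The designs, gene lists, alternatives, and the rule for the genes that the text names were set before the data were examined, except where stated. Whether edgeR's robust estimates were to be used was not fixed in advance. A fit with them was run first, the default fit was then taken as the main one, and the robust fit is reported as an alternative. The genes named were to be every gene that the paper names at the gene level or labels in Figure 1 or Figure 5, the genes in its PDGF-AA lists with a log2 fold change beyond 7, the genes called in both PDGF-AA comparisons, the 5 DE genes with the largest change in each Srsf3 comparison among those with a mean count of at least 50 and no overlap between the samples compared, up to 5 genes called for the interaction with the same minimum, and members of a gene list where the list is discussed. Values in the paper's tables had been seen when this rule and the gene lists were written. Other genes, namely genes of chromosome Y and their X homologs, *Xist*, *Srsf3-ps*, *Trp53cor1*, *Gm26902*, *Gm6741*, and *Fosb*, were chosen after their values were seen. The alternatives were DESeq2, other normalizations, no filter or a mean count of at least 50, the 6 samples of a comparison alone, a replicate block, equal depth, no fold change minimum, a test against a fold change of 2, each sample left out in turn, and, for AS, other minimums of reads or of the change in PSI. Alternatives added after the data were seen were the robust fit, a term for a mapping rate under 90%, a term for the mapping rate as a number, the 9 samples with a mapping rate over 90%, at least 100 reads per event, the split of skipped exon events with at least 20 reads, the count of genes called in 1 of the 4 comparisons, and other ways of matching AS events. The eCLIP, western blot, qPCR, and imaging experiments were not analysed here.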

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

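The tests of a term for the mapping rate and of the samples over 90%, of the sequences shared by *Gm6741*, of the summed counts of *Ch25h* and *Gm26902*, of events with at least 100 reads, of the difference between libraries within groups for splicing events, of the number of copies of chromosome Y and of the sequences its pseudogenes share, and of an interferon response in the scramble line were chosen only after the result was seen.

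*Ch25h* drew attention because the effect of Srsf3 on it differs between ligand conditions: it was higher in shSrsf3 samples without ligand and lower with ligand, and the difference between the effects was -0.87 on the log2 scale (adjusted p = 3.27e-04 from edgeR's test, 4.00e-20 to 0.00666 over 11 alternatives, all of which called it). It was called without any 1 of the 12 samples, at -0.91 to -0.82. With a term for a mapping rate under 90% the difference was -0.87 (-0.8684 before rounding), which argues against the difference between libraries under and over 90% as its cause. A movement of reads between *Ch25h* and its antisense gene *Gm26902* would cancel in the sum of both genes, but the summed counts gave -0.77 (standard error 0.0700 from the spread between replicates, -0.81 to -0.73 with 1 sample left out); *Gm26902* holds 96 to 251 counts per sample, against at least 625 for *Ch25h*. The 49.2% of the 31-base sequences of *Ch25h* that occur in another annotated gene are shared with *Gm26902* alone, so the same sum argues against reads from annotated copies as the cause. When ligand labels were permuted within each line, 21 of 100 splits called 2 or more genes for the interaction, the real one included. Splits that keep the real labels in 1 line only turn its response to the ligand into an interaction, so these splits do not decide whether chance gives a count of 2 genes, and chance is not excluded by them. The 12 drawn splits that put the 3 samples with a mapping rate under 90% together called 242 to 667 genes; with a term for that class, the real labels called 8. A dependence of the response of *Ch25h* on Srsf3 stays open as a hypothesis, found and tested on the same samples of 1 line per shRNA.

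*Gm6741* drew attention for the same reason, a difference between the effects in the 2 lines (adjusted p = 0.0187 from edgeR's test, 2.316e-22 to 0.135 over 10 alternatives, of which 8 called it). It was called without scramble -PDGF-AA replicate 3, shSrsf3 +PDGF-AA replicate 2, or shSrsf3 +PDGF-AA replicate 3 (adjusted p = 0.0215, 0.0163, and 4.449e-04 from the same test). Without scramble -PDGF-AA replicate 1 or 2 (0.0742 and 0.0616), shSrsf3 -PDGF-AA replicate 1, 2, or 3 (0.0700, 0.0579, and 0.0751), scramble +PDGF-AA replicate 1, 2, or 3 (0.0695, 0.0580, and 0.0826), or shSrsf3 +PDGF-AA replicate 1 (0.0824), it was not. All of its 31-base sequences (100%) occur in other genes, so an uneven assignment of reads among copies is a candidate explanation. No biological explanation was tested.

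The immediate early gene list drew attention because its response to PDGF-AA was smaller in shSrsf3 than in scramble cells, by a mean of -0.22 (log2), with 29 of the 38 genes responding less. The tests of this difference do not give 1 answer: camera called it (n = 12 samples in the model, p = 5.45e-15) and fry did not (p = 0.0626). With 1 sample left out the mean was -0.27 to -0.15 and the fry p was 0.0329 to 0.129. With a term for a mapping rate under 90% the mean was -0.28 (-0.2804 before rounding; n = 12, fry p = 0.00398), and in the 9 samples over 90% it was -0.34 (fry p = 0.00753), which argues against the difference between these libraries as the cause. Splits of the samples do not decide whether chance gives such a mean, for the reason given for *Ch25h*. For the 28 genes outside the paper's DE lists, the mean was -0.11 (n = 12, camera p = 2.26e-05, fry p = 0.219). The list was also higher in shSrsf3 than in scramble cells before stimulation, by 0.39 (33 of 38 genes, n = 12, fry p = 3.69e-04), and by 0.17 with ligand (25 of 38 genes, fry p = 0.0214, 0.00191 to 0.0788 with 1 sample left out). A weaker response of the shSrsf3 line and a higher level before stimulation cannot be told apart from the interaction of -0.22, and Srsf3 is confounded with the cell line in both. *Pdgfra* was also lower in shSrsf3 samples, by -0.53 without and -0.36 with ligand; whether the weaker response follows from less receptor was not tested.

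Among skipped exon events of the Srsf3 comparisons, the share with a positive change in PSI drew attention because it differed between ligand conditions, by 13.3 percentage points. Lower depth of the shSrsf3 libraries with ligand is a candidate explanation (the scramble libraries with ligand are deeper than those without): among events with at least 100 reads per replicate the share with ligand rose to 62.8%, against 66.1% without, a difference of 3.30 points (two-sided Fisher's exact test, p = 0.441). A limit of 100 reads also selects highly expressed genes, and an effect of the ligand on other genes stays open.

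In the same way, the share of positive changes among PDGF-AA-dependent skipped exon events differed between the 2 lines, by 36.1 percentage points. Among events with at least 100 reads, 68.1% were positive in scramble cells, almost as among all events, which argues against depth as the cause of the lean in that line. In shSrsf3 cells the share was 34.0% of all events, 43.7% with at least 20 reads (45 of 103), and 37.9% with at least 100, from only 29 events; events with fewer than 20 reads were mostly negative (9 of 56 positive), and an effect of depth cannot be told apart there, since the stimulated shSrsf3 samples have the fewest reads. In scramble cells, a difference between libraries with a mapping rate under and over 90% would have to be 0.314 in PSI (median over 196 events with at least 20 reads) within each group to give the events without an effect of the ligand. The median difference within groups, in the direction that would give the event, was 0.00585 (interquartile range -0.0328 to 0.0327), but the events had been selected as significant with these same replicates, which keeps out events with a large spread within groups. A difference between libraries therefore cannot be told apart from an effect of the ligand by this test. Exclusion of chance by splits of the samples was not possible from tables of significant events alone. A role of Srsf3 in the direction of ligand-dependent splicing stays open as a hypothesis.

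Genes of chromosome Y drew attention as a signal that the paper does not discuss as a group, although it lists some of them as DE. The 8 genes placed on the chromosome had a median log2 fold change between scramble and shSrsf3 samples, relative to that of all genes, of -1.39 without and -1.43 with ligand, outside the range of 10000 random lists of 8 genes (-0.82 to 0.89 and -0.61 to 0.72). *Ddx3y*, *Uty*, *Eif2s3y*, and *Kdm5d* were lower by -1.45, -1.38, -1.55, and -1.71 without ligand and by -1.53, -1.43, -1.56, and -1.45 with ligand, and each was DE in both comparisons without any 1 of the 12 samples. As a list they had means of -1.52 and -1.50 (n = 12 samples in the model, fry p = 1.06e-10 and 4.71e-10), and -1.54 and -1.50 in the 9 samples over 90%. A median of 6.65% of their 31-base sequences occurs in other genes, which argues against reads from copies as the cause. The other 4 of the 8 genes are a long noncoding RNA, *Gm29650*, with a mean of only 7.50 counts and changes of -1.43 and -1.60 (not called), and 3 pseudogenes that were not called lower, *Gm20775* (-0.18 and -0.19), *Gm21742* (0.33 and 0.39), and *Mid1-ps1* (0.57 and 0.46), which share 91.5%, 100.0%, and 98.7% of their 31-base sequences with other genes. Their counts are therefore uncertain. The X homologs of the 4 coding genes, *Ddx3x*, *Eif2s3x*, *Kdm6a*, and *Kdm5c*, changed by -0.10 to 0.02. A different number of copies of chromosome Y, or of cells that hold it, between the 2 lines would lower all genes of the chromosome in both ligand conditions. The median of -1.39 and the 5 genes with few shared sequences go with this, and the 3 pseudogenes do not, unless their reads come from copies elsewhere; this candidate explanation was found from the same data. The paper states that the iMEPM cells came from a male embryo. *Xist* was at 393 to 594 CPM in all 12 samples, so the sex and the mixture of the cells are not given by these genes. An effect of Srsf3 on these genes themselves stays open, as untested.

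The interferon response list drew attention as a signal in genes that the paper does not discuss. It was lower in shSrsf3 than in scramble samples, by a mean log2 fold change of -0.77 without and -0.94 with ligand, with 30 and 31 of the 33 genes lower (n = 12, camera p = 4.51e-08 and 2.62e-10, fry p = 1.11e-06 and 1.95e-06). The adjusted p was 0.05 or less for 27 and 27 genes when adjusted over all genes and for 28 and 30 when adjusted over the list alone. With 1 sample left out the means were -0.96 to -0.70 and -1.001 to -0.87, with a term for the mapping rate under 90% -0.68 and -0.89, and in the 9 samples over 90% -0.73 and -0.87. An interferon response to the shRNA against *Srsf3* would raise the list, and the fall of -0.77 argues against it. An interferon response in the scramble line is a candidate explanation that cannot be told apart from an effect of Srsf3 on these genes, since each shRNA is in 1 line only and the RNA-seq holds no cells without an shRNA; the fall of -0.94 with ligand fits either. The interaction of the list with the ligand was -0.17 (n = 12, camera p = 0.00940, fry p = 0.249).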

How the results depend on the processing

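The tests with edgeR's robust estimates, with a term for a mapping rate under 90% or for the mapping rate as a number, with the 9 samples over 90%, with at least 100 reads per event, and with other ways of matching AS events were chosen only after the result was seen. Over all alternatives, 53 main results were recomputed 906 times: 764 values kept their direction and their side of the threshold (for counts, stayed within 1.5 times), 117 moved further, 9 were no longer past the threshold, 10 came past it, and 6 changed direction. Of 3155 values for 139 other results (single genes and gene lists), 2862 were stable in this sense, 95 moved further, 148 were no longer past the threshold, 47 came past it, and 3 changed direction. No alternative set in advance had to be left out, but a fit without a fold change minimum or against a fold change of 2 gives no value for results that do not use the threshold. Except where the text names it, the cause of these changes was not tested.

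The numbers of Srsf3-dependent DE genes (864 and 815 without and with ligand) kept within 1.5 times under DESeq2, RLE normalization, library totals, no low-count filter, the 6 samples of a comparison, the replicate block, equal depth, the robust fit, and all 3 alternatives for the mapping rate. With a mean count of at least 50, in which fewer genes are tested, they were 411 and 402, and 15 genes were DE upon PDGF-AA stimulation of scramble cells, with 317 genes shared by the Srsf3 comparisons, 188 unique to 1 comparison, and 1 interaction. Without a fold change minimum, which admits smaller changes by construction, the counts were 6899, 6169, 608, and 85, with 5066 and 72 shared genes, 3259 unique genes, and Spearman correlations between effects of 0.921 (Srsf3) and 0.843 (PDGF-AA). In a test against a fold change of 2, which is stricter by construction, the counts were 225, 211, 5, and 0 (edgeR's test, with 6 by the usual edgeR test and 10 by DESeq2, and 1420 genes at an unadjusted p under 0.05 against no change), with 163 and 0 shared genes, 113 unique genes, and correlations of 0.917 and 0.8. In that test, the lower *Srsf3* RNA of -0.34 and -0.43 was not called (adjusted p of 1.0 in both, as no change under 2-fold can be), and the cadherin genes were not called with odds ratios of 3.27 and 3.49 (Fisher's exact p = 0.0709 and 0.0609). Without a low-count filter, 121 and 65 PDGF-AA-dependent DE genes and 218 interactions were called, with 24 shared and 1020 unique genes, and correlations of 0.672 and 0.0739. DESeq2 called 10 genes upon stimulation of shSrsf3 cells, 5 shared, and 24 interactions; of these 10 genes 70.0% were higher, against 100% of the 6 by edgeR.

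The interaction count of 2 was 1 with the replicate block, 1 at equal depth, 8 with a term for a mapping rate under 90%, 7 with the mapping rate as a number, and 16 in the 9 samples over 90%. The same replicate numbers do not pair the samples: the residuals of samples with the same number had 18 correlations from -0.380 to 0.439 (median 0.00714), and those with different numbers 36 from -0.608 to 0.558 (median 0.00427). With the replicate block, 875, 820, 31, and 5 genes were DE. The Spearman correlation of the Srsf3 effects was 0.849 with the 6 samples of a comparison, 0.823 at equal depth, 0.900 with a mean count of at least 50, 0.829 with the robust fit, 0.791 with the mapping term, 0.780 with the mapping rate as a number, and 0.749 in the samples over 90%. That of the PDGF-AA effects was 0.327 at equal depth, 0.409 with a mean count of at least 50, 0.438 with the robust fit, 0.322 with the mapping term, and 0.657 in the samples over 90%. The union of DE genes over which each correlation is computed also changes with the setting.

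The odds ratio of DE genes among genes with AS events, below 1 for both Srsf3 comparisons, was above 1 with ligand with a mean count of at least 50 (1.104) and without a low-count filter (1.108), and above 1 in both without a fold change minimum (1.37 without and 1.45 with ligand; 17 such genes upon stimulation of scramble cells). Without ligand it was 0.957 (Fisher's exact p = 0.921) with a mean count of at least 50, 0.850 without a low-count filter, and 0.729 (p = 0.0965) in the samples over 90%. With ligand, it came past 0.05 with the replicate block (0.656, p = 0.0472 from Fisher's exact test), the mapping term (0.633, p = 0.0326), and the mapping rate as a number (0.639, p = 0.0396). This result thus depends on the filter and on the fold change minimum. The mean of the cadherin list with ligand, near 0, changed sign with library totals (0.00814), a mean count of at least 50 (0.0184), and equal depth (0.0373).

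The largest median shift of an autosome was 0.0765 and 0.0854 without and with ligand at equal depth and 0.0805 without ligand with the mapping term, and the shift of chromosome Y without ligand was -1.30 with that term and -1.09 in the samples over 90%. With an 8-base site in place of 7 bases, the mean difference of genes with a site of the guide changed sign, to 0.00854 and 0.00296; in the samples over 90%, that of the 7-base site with ligand was -0.0214 and past 0.05 by its rank among all sites (0.0280).

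For AS, a limit of at least 100 reads per replicate, which leaves fewer events by construction, kept 558, 321, 126, and 41 events, with 139 and 4 shared events, 62.8% of skipped exons with a positive change in the Srsf3 comparison with ligand, and differences between included and skipped exons with ligand of 2.16 points in GC content (permutation p = 0.107) and -3.78 in the upstream length ratio (permutation p = 0.264). With at least 20 reads, 164 events in shSrsf3 cells remained, and the shares of positive changes were 43.7% there and 55.7% in the Srsf3 comparison with ligand. With a difference of at least 0.1, 693, 496, and 228 events and 118 shared Srsf3 events remained. The 209 and 14 shared events became 14 and 0 when matched by event number and direction, 14 and 2 by type and event number, 8 and 0 by type, event number, and direction, and 3 and 0 by event number and gene; numbers are given by rMATS anew in each comparison. The 14 PDGF-AA-dependent events became 6 when matched by all coordinates and direction, by region and direction, or by type, region, and direction, 9 by gene, type, and direction, and 22 by gene. The counts of 0 come from rMATS events at a false discovery rate of 0.05, and no other tool or unadjusted p was used for them.

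With 1 sample left out in turn, DE genes numbered 786 to 971, 788 to 861, 18 (without scramble +PDGF-AA replicate 3) to 78 (without scramble -PDGF-AA replicate 3), and 3 (without shSrsf3 -PDGF-AA replicate 1) to 7; shared genes 551 to 583 and 3 to 4, unique genes 508 to 672, and interactions 1 to 6. The interaction count was 6 without shSrsf3 +PDGF-AA replicate 3 and 1 without scramble -PDGF-AA replicate 1 or 2, shSrsf3 -PDGF-AA replicate 1 or 3, any of the scramble +PDGF-AA samples, or shSrsf3 +PDGF-AA replicate 1. Correlations of effects were 0.762 to 0.810 (Srsf3) and 0.0817 to 0.436 (PDGF-AA). The *Srsf3* change was -0.36 to -0.31 and -0.45 to -0.40, the immediate early list 0.50 to 0.62 in scramble and 0.30 to 0.39 in shSrsf3 cells, with an interaction of -0.27 to -0.15, and the interferon list -0.96 to -0.70 and -1.001 to -0.87. Odds ratios were 3.56 to 4.43 and 3.85 to 5.05 for cadherins, 4.88 to 5.96 and 4.99 to 6.66 for Wnt genes, 4.09 to 5.22 and 4.16 to 6.20 for osteoblast genes, and 0.498 to 0.628 and 0.616 to 0.704 for genes with AS events. The last, with ligand, came past 0.05 without scramble -PDGF-AA replicate 1 or 2 (Fisher's exact p = 0.0394 and 0.0474), scramble +PDGF-AA replicate 1 (0.0278), or shSrsf3 +PDGF-AA replicate 1 (0.0499). The largest autosome shift was 0.0756 to 0.0945 and 0.0626 to 0.0829, that of chromosome Y -1.46 to -1.19 and -1.47 to -1.13, and the effect of the 7-base site -0.0152 to -0.00444 and -0.0219 to -0.0122, past 0.05 by its rank with ligand without scramble -PDGF-AA replicate 2 (0.0421) or shSrsf3 +PDGF-AA replicate 3 (0.0270). For AS, 1006 to 1056, 726 to 738, 334 to 345, and 237 to 245 events kept a difference of at least 0.05, with 63.8% to 64.9%, 50.5% to 51.5%, 67.9% to 70.1%, and 33.8% to 34.9% positive changes among skipped exons, and 193 and 13 to 14 shared events.

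At equal depth, 754, 728, 28, and 6 genes were DE. The AS events were not called again at equal depth; the stimulated shSrsf3 samples, with the fewest reads, had a median of 31.7 reads per PDGF-AA-dependent skipped exon and replicate, which limits the precision of PSI for such events.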

Differences from the paper's values

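The alternative ways of matching AS events, the terms for the mapping rate, and the samples over 90% are tests that were chosen only after the result was seen; all other settings named here were set before the data were examined. In all, 117 values were compared with the paper's, and 13 differ by more than the spread.

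DE genes upon PDGF-AA stimulation of shSrsf3 cells number 14 in the paper and 6 here. Of the alternatives set in advance, DESeq2 (10 genes) falls within 1.5 times of the paper's value, and RLE normalization, library totals, no low-count filter, a mean count of at least 50, the 6 samples of the comparison, the replicate block, equal depth, no fold change minimum, the test against a fold change of 2, and each sample left out do not. Of the paper's 14 genes, 5 were called here, 7 by DESeq2, 7 without a low-count filter, and 6 with the 6 samples of the comparison; the terms for the mapping rate and the samples over 90%, chosen after seeing the values, call 6 of the 14. Of the paper's 37 genes in scramble cells, 22 were called here, 27 by DESeq2, 31 without a low-count filter, 24 with library totals, 23 with the replicate block, 23 without a fold change minimum, and 23 with a term for a mapping rate under 90%, chosen after seeing the values.

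The Spearman correlation between the Srsf3 effects is about 0.77 in the paper's Figure 1—figure supplement 1A, read by eye, and 0.806 here. It falls within the spread without scramble -PDGF-AA replicate 1 (0.781), scramble -PDGF-AA replicate 3 (0.762), shSrsf3 -PDGF-AA replicate 3 (0.777), or shSrsf3 +PDGF-AA replicate 3 (0.774). It does not under any other alternative set in advance. The mapping rate as a number (0.780), chosen after seeing the values, also comes this close and drops 15 of the paper's 37 and 8 of its 14 PDGF-AA-dependent DE genes, against 15 and 9 that are not called here. The correlation between the PDGF-AA effects is about -0.019 in Figure 1—figure supplement 1B, read by eye, and 0.193 here, and no alternative set in advance closes this gap.

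The paper states 9 shared PDGF-AA-dependent AS events, and 14 were found here. With a difference of at least 0.1 (11), with at least 20 reads (11), and without replicate 2 (13) or 3 (13), the count is within the range that counts as no difference; without replicate 1 (14) it is not. Matching by gene, type, and direction, 1 of 14 other ways of matching and chosen after seeing the values, gives 9 shared events and drops no event of either comparison, but gives 193 shared events for Srsf3; none of the 15 ways gives the paper's numbers for both. The paper states that these shared events are 1.45% of all, against 2.27% here, and the difference remains with a difference of at least 0.1 (2.67%), with at least 20 reads (2.35%), and without replicate 1 (2.47%), 2 (2.297%), or 3 (2.285%). Of the shared events, the paper counts 5 with negative changes and 1 was found here, with 0 to 1 under the same 5 alternatives, all of which still differ.

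For 7 gene values in the paper's supplement, the log2 fold changes lie further apart than their errors. Between scramble and shSrsf3 samples without ligand, *Ddx3y* has -1.36 in the paper and -1.45 here, and *Sorbs2* has 2.08 in the paper and 1.93 here; no alternative set in advance closes either gap. *Col4a6* has 3.61 in the paper and 4.00 here, and only the fit without scramble -PDGF-AA replicate 1 (3.88) closes the gap. *Sim2* has -1.49 in the paper and -1.55 here without ligand; DESeq2, RLE normalization, library totals, a mean count of at least 50, the 6 samples, equal depth, and the fits without scramble -PDGF-AA replicate 2 or 3, shSrsf3 -PDGF-AA replicate 2 or 3, or shSrsf3 +PDGF-AA replicate 1 or 3 close the gap, while no low-count filter, the replicate block, the test against a fold change of 2, and the other 6 fits with 1 sample left out do not. With ligand, *Sim2* has -1.39 in the paper and -1.47 here, and no alternative set in advance closes the gap. For *Fosb*, between scramble and shSrsf3 samples with ligand, the paper gives 1.08 and calls it DE, and the value here is 0.96, under the threshold; only the fit without scramble +PDGF-AA replicate 2 (1.00) closes the gap and calls it, while the term for a mapping rate under 90% (1.07), chosen after seeing the values, calls it and drops 14 of the paper's 37 PDGF-AA-dependent DE genes in scramble cells, against 15 that are not called here. Upon stimulation of scramble cells, *Klf10* has 1.31 in the paper and 1.39 here, and no alternative set in advance closes the gap.

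The paper states that all shared AS events change in the same direction in both comparisons. Here, 192 of 209 shared Srsf3-dependent events and 6 of 14 shared PDGF-AA-dependent events do, when matched by coordinates.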

Other observations

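The tests of genes that remained called with a term for the mapping rate, of sequences shared by genes that differ between libraries and of their transcript lengths, of AS genes with a mean count of at least 50, of the share of guide sites among DE genes, and of reads over the *Srsf3* exon were chosen only after the result was seen.

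Several technical explanations for the Srsf3-dependent DE genes were tested. A copy number difference between the shRNA lines would shift whole chromosomes, but the largest shift of an autosome's median log2 fold change was 0.0895 without ligand (chromosome 18; 0.0706 with ligand), far below the 2-fold threshold, which argues against large differences in autosomes as the cause of the DE genes as a whole; small or partial ones were not excluded, and chromosome Y is the exception given above. A repression of other genes through a 7-base site of the shRNA guide would lower genes with the site. The site of the guide against *Srsf3* ranked 2118 without and 1083 with ligand among all 7-base sites. Sites were ranked upward from the lowest mean difference relative to its standard error. The mean differences were only -0.00969 and -0.0154 (log2), and 24.0% and 24.7% of the genes called lower hold the site, against 24.8% of all genes with a 3’ UTR and 18.3% and 18.7% of the genes called higher. This argues against sites of this guide as the whole cause, while a small effect stays open, since the rank with ligand was 459 in the samples with a mapping rate over 90%. A small effect of the scramble guide, which would lower its targets in scramble samples, stays open too: its site ranked 12470 and 14707 among all 7-base sites (mean differences 0.01525 and 0.0211), 15781 and 15984 with a mean count of at least 50, and 15822 and 16040 at equal depth (0.0318 and 0.03265). Of the 864 genes DE without ligand, 670 remained called with a term for a mapping rate under 90%, which argues against the difference between these libraries as the cause of most; in the samples over 90%, 591 remained. Of the 10 ways to split the 6 samples of each Srsf3 comparison, 1 of 10, the real one, called as many genes in both comparisons, and the 9 others called 0 or 1 gene by edgeR's test. Other groupings of these samples thus came nowhere near the real counts, although 10 splits cannot give a share under 0.05. An effect of Srsf3 and any other difference between the 2 lines are confounded, since each shRNA is in 1 line.

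Fewer genes were DE upon stimulation in shSrsf3 than in scramble cells (6 and 30). With all libraries at equal depth, 28 genes were DE in scramble cells, which argues against the lower depth of the stimulated shSrsf3 libraries as the cause. With a term for a mapping rate under 90%, 26 of the 30 genes remained called, which argues against the difference between libraries as the cause of most of them, and in the samples over 90% 13 remained. In scramble cells, 2 of 10 splits of the samples called as many genes. The other split puts the 3 samples with a mapping rate under 90% together and called 69, so chance and the library difference cannot be excluded by splits; in the samples over 90%, 25 genes were DE. In shSrsf3 cells, 1 of 10 splits, the real one, called as many genes, and the 9 others called 0 to 2, but 10 splits cannot give a share under 0.05. Whether the number of DE genes differs between the lines was tested only through the interaction of single genes and lists.

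The genes with the largest changes in the paper's lists for PDGF-AA, beyond 7 on the log2 scale, have copies: in 70.0% of them, more than 50% of the 31-base sequences occur in other genes, against 10.7% of random tested genes, so an uneven assignment of reads between copies is a candidate explanation of such changes. No biological explanation was tested.

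Between samples with a Salmon mapping rate under and over 90%, 61 genes differed 2-fold or more. In 72.4% of those with a known sequence, more than 50% of the 31-base sequences occur in other genes, so a different assignment of reads among copies is a candidate explanation. They were shorter than other genes, with a median transcript length of 1158 (higher) and 695 (lower) against 2572 bases for all tested genes, and 60.0% and 23.1% were protein coding, against 85.6%. Over all tested genes the difference had a Spearman correlation with transcript length of -0.1197, which is weak and would arise from library preparation, RNA quality, or trimming alike, so these cannot be told apart; the data hold no record of preparation. All 3 samples under 90% are scramble samples, and no biological explanation was tested.

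Genes with Srsf3-dependent AS events were DE less often than other genes. Among genes with a mean count of at least 50 the odds ratio without ligand was 0.957, so the expression level of genes with AS events, which need reads to be called, is a candidate explanation of the lower share.

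The reads behind the 456 bp exon of *Srsf3* were compared per library, scaled to the number of aligned reads. Reads that include it fell by 70.8% without ligand (40.9 ± 3.06 to 11.9 ± 0.924, SD, n = 3; exact permutation p = 0.1, the smallest possible) and by 66.4% with ligand (37.6 ± 4.78 to 12.6 ± 0.520; exact permutation p = 0.1). Reads that skip it fell by 1.09% without ligand (11.8 ± 2.43 to 11.7 ± 0.643; exact permutation p = 1.0) and by 20.0% with ligand (14.2 ± 1.11 to 11.3 ± 0.968; exact permutation p = 0.1). The lower *Srsf3* RNA may thus come largely from transcripts that hold this exon, which the annotation marks as subject to nonsense-mediated decay or as retained introns. A lower inclusion through lower Srsf3 protein, a biological explanation, and a loss of these transcripts alone were not separated, and reads from *Srsf3-ps* were not tested at this exon. *Srsf3-ps* itself, which also matches the shRNA, had a log2 fold change of -1.01 without ligand (adjusted p = 0.0110 from edgeR's test), DE in 6 of the 12 fits with 1 sample left out (adjusted p up to 0.0648), and of -0.68 with ligand (adjusted p = 0.0823). Scramble -PDGF-AA replicate 3, the deepest library of its group, had 332 counts. Replicates 1 and 2, with the lower mapping rates, had 398 and 561. Scramble +PDGF-AA replicate 2, also with a lower mapping rate, had 704, against 421 and 489 in replicates 1 and 3. A difference between libraries therefore cannot be told apart from an effect of the shRNA on *Srsf3-ps*.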
